# Peripheral endotoxin exposure in mice activates crosstalk between phagocytes in the brain and periphery

**DOI:** 10.21203/rs.3.rs-4478250/v1

**Published:** 2024-06-07

**Authors:** Jake Boles, Oihane Uriarte Huarte, Malú Gámez Tansey

**Keywords:** Neuroinflammation, Single-cell RNA sequencing, Central-peripheral crosstalk, Lipopolysaccharide, PIPseq

## Abstract

**Background:**

Inflammation is a central process of many neurological diseases, and a growing number of studies suggest that non-brain-resident immune cells may contribute to this neuroinflammation. However, the unique contributions of specific immune cell subsets to neuroinflammation are presently unknown, and it is unclear how communication between brain-resident and non-resident immune cells underlies peripheral immune cell involvement in neuroinflammation.

**Methods:**

In this study, we employed the well-established model of lipopolysaccharide (LPS)-induced neuroinflammation and captured brain-resident and non-resident immune cells from the brain and its vasculature by magnetically enriching cell suspensions from the non-perfused brain for CD45 + cells. Then, we identified immune subtype-specific neuroinflammatory processes using single-cell genomics and predicted the crosstalk between immune cell subtypes by analyzing the simultaneous expression of ligands and receptors.

**Results:**

We observed a greater abundance of peripheral phagocytes associated with the brain in this model of neuroinflammation, and report that these professional phagocytes activated similar transcriptional profiles to microglia during LPS-induced neuroinflammation. And, we observed that the probable crosstalk between microglia and peripheral phagocytes was activated in this model while homotypic microglial communication was likely to be decreased.

**Conclusions:**

Our novel findings reveal that microglia signaling to non-brain-resident peripheral phagocytes is preferentially triggered by peripheral inflammation, which is associated with brain infiltration of peripheral cells. Overall, our study supports the involvement of peripheral immune cells in neuroinflammation and suggests several possible molecular signaling pathways between microglia and peripheral cells that may facilitate central-peripheral crosstalk during inflammation. Examining these molecular mediators in human disease and other rodent models may reveal novel targets that modify brain health, especially in comorbidities characterized by peripheral inflammation.

## Background

Inflammation is a key component in a growing number of neuropsychiatric and neurodegenerative diseases[1–3], and its role in brain health ranges from protective to injurious. In the brain, microglia are often the first to be implicated in pathogenic neuroinflammation[4] due to their place as brain-resident professional phagocytes and the long-standing dogma that the brain is “immune privileged.” However, the infiltration of peripheral innate and adaptive immune cells has been reported by multiple groups in human diseases as well as rodent models created to study those diseases[5]. For example, evidence for immune dysregulation in cerebrospinal fluid and non-microglial myeloid cell influx in the brain in Alzheimer’s disease (AD) is mounting[6–8], and T-cell autoimmunity has been described in Parkinson’s disease (PD)[9, 10]. Immune cell infiltration has been similarly observed in animal models of Alzheimer’s disease (AD)[11–13], frontotemporal dementia (FTD)[14], and PD[15, 16], and several of these studies have revealed a disease-modifying role of these non-resident immune cells in these models. These observations have led to a revised view of the brain as an immune specialized organ and of neuroinflammation as involving key contributions of non-resident peripheral immune cells[17, 18].

Although the presence of peripheral immune cells at endpoint is well established in brain diseases, an understanding of the relationship between the brain and the peripheral immune system is still nascent. Immune cell traffic across the blood-brain barrier (BBB), especially during neuroinflammation, is well documented[19, 20]. *In vivo* brain imaging studies have demonstrated the ability of both innate[21, 22] and adaptive immune cells[23] to pass through the brain’s endothelium. The brain’s lymphatics system, hosted by the meninges, may also be a source of non-resident immune cells in the brain, although this remains to be experimentally supported. Immune cell surveillance in the brain’s lymphatic spaces appears to be a constitutive phenomenon[18, 24], and cerebrospinal fluid (CSF) immunity appears to influence neuroinflammation[25–27], but migration of immune cells from CSF to parenchyma is not a well-established occurrence. As such, our study focuses on the relationship between the brain and blood-borne immune cells in response to an inflammatory stimulus in the periphery.

The molecular features that underpin peripheral immune cell diapedesis into the brain are still being discovered. A large body of literature describes the features of the endothelium that mediate parenchymal entry by immune cells, including the capture of α-integrins on immune cells by endothelial adhesion molecules and the increased binding of P-selectin on endothelial cells with P-selectin glycoprotein ligand 1 on immune cells during neuroinflammation[24], and modifying these features of the immune-endothelium relationship appear to be therapeutically useful in autoimmune diseases such as multiple sclerosis (MS)[28, 29]. However, the molecular drivers preceding an immune-endothelium interaction offer an additional array of potentially translationally valuable molecules. These drivers are likely to be glial in origin. Indeed, microglial communication with plasma cells via interleukin (IL-) 10 has been demonstrated in brain *Tyrpanosoma brucei* infection[30], and microglial crosstalk with monocytes via C-C chemokine ligand 2 (CCL2) has been shown during brain *Toxoplasma gondii* infection[21]. Advances in single-cell genomics offer much to be learned about the communication between glia and peripheral immune cells. High-throughput sequencing assays with single-cell resolution enable the inference of intercellular communication via the analysis of simultaneously upregulated ligands and their corresponding receptors in putative sender and receiver cells[31], which in turn may allow an unbiased discovery of signaling axes that underlie central-peripheral immune crosstalk.

Additionally, recent single-cell RNA sequencing studies have underscored the heterogeneity that can exist in a tissue[32, 33] and identified cell-specific immune processes during neuroinflammation. One single-nucleus RNA sequencing study profiling the human ventral midbrain defined microglial subtypes enriched in *IL1B* and *GPNMB* expression associated with idiopathic PD[34], and another study defined several microglial subtypes associated with AD that were then validated in independent datasets and with immunohistochemistry[35]. Studies like these have motivated a greater appreciation for microglial heterogeneity, emphasizing the complex multi-dimensionality of microglial functions during development, health, and disease[36]. Similarly, a study using spatial and single-cell transcriptomics in mice demonstrated rich molecular heterogeneity in astrocytes across brain regions and experimental disease states[37]. However, the examination of inflammatory phenotypes during neuroinflammation has been largely limited to microglia and astrocytes, likely due to their overpowering presence over non-resident immune cells in brain-derived datasets.

To examine central-immune crosstalk experimentally, we employed a well-established model of neuroinflammation induced by acute peripheral lipopolysaccharide (LPS) exposure and interrogated the brain with single-cell genomics. We made several methodological decisions to reliably capture peripheral immune cells associated with the brain, which we expected to be rare in number under baseline conditions but notably increased in number during active inflammation. First, we employed the PIPseq platform for single-cell RNA sequencing[38], which enabled the query of up to 20,000 cells per sample. Second, we dissociated the brain into single-cell suspensions and isolated only CD45 + cells from these suspensions. Third, given the critical role of the brain vasculature in enabling peripheral immune cell entry to the brain parenchyma, we omitted transcardiac perfusion prior to brain harvesting. Although this approach limits our ability to definitively conclude that non-resident immune cells captured here are truly parenchymal, it provides a larger and more relevant population of cells with which to interrogate central-peripheral crosstalk, as intercellular communication is likely to be occurring over a distance and across the brain’s borders[39, 40]. The peripheral LPS-induced neuroinflammation model was chosen here due to its rich foundation in the literature, allowing us to anchor and interpret our findings within the context of other published studies. The experimental approach we have chosen here provides support for much of what is known about this model, including the mobilization of monocytes and neutrophils to the brain after acute LPS exposure and the induction of CCL2 as a possible driver of this brain-homing behavior. However, we also reveal many other signaling systems that may underlie peripheral phagocyte extravasation and identify immune processes that are unique to each immune cell type captured here, enabling future studies of these systems to interrogate and validate new health-modifying targets during disease conditions.

## Methods

### Mice

C57BL/6J (Strain #000664) and progranulin-deficient (*Grn*−/−) mice (B6(Cg)-*Grn*^*tm1.1Aidi*^/J, Strain #013175) were obtained from Jackson Laboratories and housed in individually ventilated cages and maintained with *ad libitum* access to standard rodent chow on a 12:12 light-dark cycle in a conventional animal facility in the McKnight Brain Institute vivarium at the University of Florida. All procedures were approved by the University of Florida Institutional Animal Care and Use Committee and followed the *Guide for the Care and Use of Laboratory Animals from* the National Institutes of Health (NIH Publications No. 80 – 23, revised 1996).

To compare immune cell isolation procedures from brain, 4- to 10-month-old C57BL/6J and *Grn−/−* mice were euthanized via rapid decapitation and brains were rapidly extracted. To examine a widely used model of neuroinflammation with our optimized brain immune cell isolation and the PIPseq single-cell genomics platform, 3- to 5-month-old male C57BL/6J received a single intraperitoneal (i.p.) injection of lipopolysaccharide (1.5 × 10^7^ EU/kg) from *Escherichia coli* 0111:B4 (Sigma, #L2630) or an equivalent volume of sterile saline. Twenty-four hours post-injection, mice were euthanized via rapid decapitation and brains were quickly extracted. Critically, brains were processed without perfusion. As described above[19], peripheral immune cells have been observed to enter the brain from the neurovasculature, so we omitted transcardiac perfusion to capture the intercellular communication between microglia and circulating immune cells that may drive this extravasation to identify subtypes of peripheral immune cells that preferentially communicate with microglia during inflammation.

### Brain dissociation protocols

#### Collagenase VIII, DNase I, and Percoll

Brains were extracted from C57BL/6J or *Grn−/−* mice and bisected. One hemisphere was finely minced, digested with 1.4U/mL collagenase VIII (Sigma, #C2139) and 1mg/mL DNase I (Sigma, #DN25) in RPMI 1640 medium (ThermoFisher, #11875119) for 15min at 37°C after which the enzymes were inactivated with the addition of 10% fetal bovine serum (FBS) in RPMI 1640 medium. Digested tissue was manually triturated using fire-polished Pasteur pipettes and filtered through a 70μm nylon cell-strainer, leaving a single-cell suspension. Tissue lysates were suspended in a solution made of 37% Percoll (Sigma, #P1644) in Hank’s balanced salt solution (HBSS−/−; ThermoFisher, #14175103). A layer of 70% Percoll in HBSS−/− was carefully deposited underneath the tissue layer and a layer of 30% Percoll in HBSS−/− was slowly dispensed on top of these two phases. This layered solution was centrifuged for 30 minutes at 400 × *g* with braking disabled to avoid collapsing the layers, after which the top phase containing cellular debris and myelin was discarded. Cells were aspirated from the lower interphase, washed in phosphate buffered saline (PBS), and carried forward to surface staining and flow cytometry.

#### Adult Brain Dissociation Kit and CD45 magnetic separation

The other hemisphere from the above mice was treated with Miltenyi Biotec Adult Brain Dissociation Kit (ABDK, #130-107-677). Hemispheres were cut into 8–12 small pieces and placed into gentleMACS C-tubes (Miltenyi Biotec, #130-093-237) with dissociation solution prepared as instructed by the manufacturer’s protocol. When cells were being isolated for single-cell RNA sequencing, 5μg/mL actinomycin D, 10μM triptolide, and 27.1μg/mL anisomycin or an equal volume of dimethyl sulfoxide (DMSO) as used previously [41] were added to the dissociation solution to enable the evaluation of transcriptional artifacts induced by this method in this sample type. Tissue was subjected to the 37C_ABDK_01 protocol on the gentleMACS Octo Dissociator with heaters (Miltenyi Biotec, #130-096-427). Lysate was filtered through a 70μm nyclon cell-strainer with Dulbecco’s PBS with calcium, magnesium, glucose, and pyruvate (D-PBS). Myelin and cell debris was removed using Debris Removal Solution according to manufacturer’s instructions, which involved resuspending cells in a solution of 0.9mL Debris Removal Solution and 3.1mL D-PBS, gently layering D-PBS above this solution, and centrifuging at 3000 × *g* for 10 minutes at 4°C with slower braking. The top two phases were discarded, cells were washed gently in D-PBS, and red blood cells were lysed with Red Blood Cell Removal Solution diluted 1:10 in distilled water for 10 minutes at 4°C. Lysis was quenched with the addition of 10x volume of D-PBS with 0.5% bovine serum albumin (BSA) added. Cells were resuspended in PBS in the case of a follow-up study or carried to CD45 + cell enrichment (see below).

To enrich for immune cells, cell suspensions were subjected to magnetic separation with antibodies conjugated to magnetic beads. Cells were suspended in 90μL of a buffer made of autoMACS Rinsing Solution (Miltenyi Biotec, #130-091-022) with 0.5% BSA (BB), to which 10μL CD45 MicroBeads (Miltenyi Biotec, #130-052-301) was added. Labeling occurred over 15 min at 4°C. Labeling was quenched with the addition of 20X volume BB. Labeled cells were added to MS columns (Miltenyi Biotec, #130-042-201) in a magnetic OctoMACS Separator (Miltenyi Biotec, #130-042-108). Columns were washed thrice with BB to elute unlabeled cells, which were collected only in the second experiment, and labeled cells were eluted in BB using the provided column plungers. Cells were washed in PBS and subjected to surface labeling and flow cytometry or cell capture and library preparation.

#### Multi-color flow cytometry

To compare tissue dissociation procedures, cells were transferred to a V-bottom 96-well plate (Sigma, #CLS3896–48EA) and centrifuged at 300 × *g* for 5 minutes at 4°C. Pelleted cells were incubated with an antibody cocktail described in Table S1 with LIVE/DEAD Fixable Aqua (Invitrogen, #L34957) for 20 minutes at 4°C. Cells were washed twice in PBS and fixed with eBioscience IC Fixation Buffer (Invitrogen, #00-8222-49) for 30 minutes at 4°C. After one wash, cells were resuspended in 300μL FACS buffer (0.25mM EDTA, 0.01% NaN_3_, and 0.1% BSA in PBS) and analyzed using a BD LSRFortessa. Compensation was achieved using SPHERO Supra Rainbow beads (Spherotech, Inc., #SRCP-35–2A) by setting laser voltages to achieve fluorescent intensity measurements in each channel equal to those in previous experiments. The compensation matrix was created with the acquisition of single-stained AbC Total Antibody Compensation Beads (ThermoFisher, #A10497) for antibodies or ArC Amine Reactive Compensation Beads (ThermoFisher, #A1034) for the LIVE/DEAD dye.

#### Single cell RNA library preparation with PIPseq and next-generation sequencing

Single-cell RNA library preparation was performed using the PIPseq T20 kit (Fluent BioSciences) following the manufacturer’s instructions (revision 7.3). Briefly, 40,000 CD45 + cells per sample were isolated and loaded into PIPs to capture 20,000 cells. Cells were lysed and barcoded mRNA was isolated to perform cDNA synthesis and amplification. cDNA quality was checked using a Qubit dsDNA High Sensitivity assay (ThermoFisher, #Q323854) and High Sensitivity DNA Kit (Agilent, #5067 – 4626) on a Bioanalyzer 2100 (Agilent) before library preparation was performed. Integrity of cDNA libraries were assessed with a High Sensitivity DNA Kit on a Bioanalyzer 2100 before samples were sent for 2×150bp paired-end sequencing on an Illumina NovaSeq 6000 (Illumina) at the Interdisciplinary Center for Biotechnology Research (ICBR) core at University of Florida.

#### Data pre-processing and quality control

FASTQ files were processed through the PIPseeker pipeline v.2.0, which handles barcode and paired-end read matching and trims adapters off read 2 to enable genome alignment. Genome alignment is carried out through PIPseeker using the STAR aligner[42] and the GRCmm39 mouse reference genome (from GENCODE). The resulting BAM file is parsed and transcripts are counted to generate a dataset containing all present gene barcodes with their unique molecular indices, which is then converted to a raw count matrix that contains the counts of each unique molecule in each cell. After PIPseeker processing, all analysis was performed in R v.4.2 and v.4.3, and code needed to reproduce results and visualizations can be found at https://github.com/jakesboles/Boles_et-al_brain_immune_scRNAseq.

The feature-barcode matrix was processed with Seurat v.4[43, 44] in R v.4.2 and v.4.3. Seurat objects were created for each sample and merged. Mitochondrial gene abundance and cell complexity (log_10_ transformed number of counts divided by the log_10_ transformed number of unique genes) were calculated for each cell. Cells with 1) less than 5% mitochondrial genes; 2) at least 250 but less than 6500 unique genes expressed; 3) at least 800 but less than 45000 total gene counts; and 4) at least a cell complexity ratio of 0.8 were carried forward. Cutoff selection was determined through iterative selection and visual examination of relevant quality control metrics.

To handle potential batch effects due to staggered cell capture days and enable cell type identification from different conditions, the dataset was integrated using reciprocal principal component analysis (RPCA). The dataset was separated by cell capture day, and each subset was normalized using SCTransform (v.2) with *method = “glmGamPoi”*[45]. A set of integration anchors was computed, and RPCA was performed with this anchor set. The first 100 principal components (PCs) were computed and the first 30 were carried forward. Dimensional reduction was achieved with the uniform manifold approximation and projection (UMAP) technique with *RunUMAP* and its default settings through Seurat. Nearest neighbors were computed based on the PCA and cell clusters were identified using the Louvain algorithm with *resolution* = 0.2 to allow for coarse clustering and initial cell annotation.

#### Cluster annotation and data cleaning

Coarsely clustered cells were annotated using Seurat’s *F* ∈ *dAllMarkers* function and its default settings, which uses a Wilcox test to determine differentially expressed genes in each cluster compared to all other clusters. These gene lists were interrogated using CellMarker 2.0[46] to infer cell annotations which were confirmed with the localization of canonical marker genes. Further inspection revealed microglial markers (e.g., *P2ry12, Hexb*) present in non-microglia clusters. These clusters were inspected individually with re-integration and sub-clustering. In some cases, a distinct group of cells could be observed that expressed genes typical to that sub-cluster but also to microglia, so these cells were regarded as doublets and removed from the dataset. After this cleaning, the dataset was reintegrated as described above, re-clustered with a low resolution, markers were generated again, and clusters were re-annotated to ensure accurate labeling.

At this point, our dataset consisted of microglia, monocytes/macrophages, B-cells, a cluster consisting of T-cells and natural killer cells, neutrophils, and several non-immune clusters. Each of these groups was run through the chooseR pipeline[47], which performs iterative subsampling and clustering to pick the most robust clustering strategy. The microglial dataset was randomly down-sampled to leave a dataset one-eighth in size for this pipeline due to its computational intensity. The clustering resolutions that yielded the greatest median silhouette score were selected, and markers were identified using Seurat’s *F* ∈ *dAllMarkers* with default settings. Silhouette scores were computed for each subcluster and visualized. Cell identities were designated based on these marker lists, which were applied to the full dataset. After this process, the dataset was pruned of any doublets, reassembled, and re-integrated.

#### Cell proportion analysis

To evaluate whether LPS induces a change in the cellular composition captured by our pipeline, the Speckle package[48] was used, which transforms population proportions, fits a linear model for each cell type with the predictors of interest, and estimates *p*-values with an empirical Bayes shrinkage of variances using the Limma package[49]. We transformed the proportions in our dataset with the arcsine transformation, included only *in vivo* treatment (LPS or saline) as a predictor, and present the FDR-adjusted *p*-values for each cell type. Although groups of cell types are presented separately, all 20 populations were passed through one analysis, and the *p*-values are adjusted accordingly.

#### Transcriptional artifact analysis

The annotated dataset was divided into subsets for analysis of artifactual signature induction. Due to the infrequency of certain cell types, basophils, mast cells, and neutrophils were merged into one granulocyte dataset, αβ T-cells and yδ T-cells were merged into one T-cell dataset, and plasma cells and B-cells were merged into one B-lymphocyte dataset. All non-immune cells were merged into one CD45-cell dataset. All other populations were subset individually. A cross entropy test[50] was conducted in each dataset to determine whether the UMAP embeddings of inhibitor-treated cells and vehicle-treated cells differed significantly from one another, and the Kullback-Leibler divergences and Holm-adjusted *p-*values are shown for each comparison. Artificial activation modules were taken from differential expression analyses from pseudobulked single-cell datasets in ref.[41] and added to the cell cluster objects with Seurat’s *AddMod**e**Sc* or e function. Artificial gene module induction was visualized using scCustomize’s (https://cran.r-project.org/web/packages/scCustomize/index.html) wrapper functions for Seurat’s visualization tools. To separate artificially activated populations, cells were clustered and artifact module scores of each cluster were plotted using scCustomize’s *V ln.Plot*_*s*_*cCus → m* function and the contribution of each experimental group to each cluster was visualized with the *dio Bar Plot* function from the dittoSeq package[51], revealing subsets of cells that displayed higher expression of the artifactual gene module and were dominated by samples that did not receive inhibitors during dissociation. Artificially activated populations were removed from the full dataset before downstream analysis as were non-immune cells.

#### Intercellular communication analysis

Differences in intercellular communication between brain immune cells evoked by peripheral endotoxin were inferred and analyzed using two complementary R packages. CellChat[52] uses mass action models and differential expression analyses to infer cell-specific signaling patterns within experimental groups of interest. The law of mass action based on the average expression of a ligand in one cell type and a receptor in another cell type is used to infer the probability of communication, and the significance of this interaction is determined by whether this probability is higher than that amongst randomly permuted cell groups. MultiNicheNetR[53] uses the differential state analysis as described by the muscat R package[54], which includes cell-level mixed models and statistical tests on aggregated pseudo-bulked data. This package makes sample-level inferences on intercellular communication states, allowing us to examine both the extent and variability of the differential expression of ligand-receptor pairs.

#### Pseudo-bulked differential expression analysis

For each immune cell subset, the effect of LPS on gene expression was assessed, identifying groups of differentially expressed genes (DEGs) for each cell type. Raw gene counts from each cell in each sample were aggregated using Seurat’s *Aggregate Expression* to create a pseudo-bulked dataset, and immune cell subtypes were separated for DEG analysis. Differential expression was done with DESeq2[55]. A gene was designated to be differentially expressed if its absolute value of the log2 transform of the fold change with LPS exceeded 2 and its Benjamini-Hochberg adjusted *p*-value was less than 0.05.

#### Gene set enrichment analysis (GSEA)

A GSEA[56] was performed in immune cell types using the ClusterProfiler package[57]. Specifically, ranked gene lists were passed through ClusterProfiler’s *compareClusters* function, where Gene Ontology knowledgebase’s[58, 59] Biological Process pathways with greater than 30 genes and fewer than 300 genes were used as the gene sets of interest. Gene ranking came from DESeq2’s effect size shrinkage procedure using the *apeglm* algorithm[60]. Enrichment scores calculated during the random walk were normalized based on gene set and overlap size, and p-values were adjusted using the Benjamini-Hochberg correction. To compare the enrichment of biological pathways between immune cell types during LPS exposure, representative terms from the top 30 pathways with the lowest corrected *p*-value were selected from each cell type.

#### AD and PD gene list curation

To examine the cell-specific expression of risk genes associated with neurodegenerative disease, gene lists were assembled from genome wide association studies (GWAS) and meta-GWAS. A set of 31 genes associated with AD was used as in ref.[61] and ref.[62]. For PD, the 62 unique eQTL-nominated genes from ref.[63] were sorted on the meta-*p*-value that included random effects. Both gene lists were converted from human symbols to mouse symbols, leaving 30 orthologs for AD and 59 orthologs for PD.

#### Statistical analysis

All statistical analyses were performed in R v4.2–4.3. When evaluating the efficacy of different brain dissociation techniques, data were analyzed with a two-way mixed ANOVA using the Afex package (https://cran.r-project.org/web/packages/afex/index.html), with genotype as a between-subjects predictor and protocol as a within-subjects predictor. All pairwise comparisons were made using the Emmeans package (https://cran.r-project.org/web/packages/emmeans/index.html) with Tukey’s correction, and compact letter displays (CLD) were generated with the Multcomp package (https://cran.r-project.org/web/packages/multcomp/index.html). All pairwise comparisons were made within each fraction with Tukey’s correction and CLDs were generated. The Geisser-Greenhouse correction was used when a departure from sphericity was observed in our data according to the Performance package’s (https://cran.r-project.org/web/packages/performance/index.html) *check*_*s*_*phericity*, which uses Mauchley’s test. All other statistical analyses performed within our single cell RNA sequencing analysis are described above. Tables displaying ANOVA and cross entropy test results were generated using the GT package (https://gt.rstudio.com/).

## Results

### CD45 magnetic separation followed by PIPseq captures the complexity of the immune microenvironment in the mouse brain

To interrogate central-peripheral immune crosstalk during neuroinflammation, we employed the well-established systemic endotoxin-induced neuroinflammation model by injecting C57BL/6J mice with LPS (1.5 × 10^7^ EU/kg, i.p.) or an equivalent volume of sterile saline, and immune cells were isolated from brain tissue with ABDK and CD45 MS 24 hours post-injection. This brain dissociation strategy was selected over a strategy involving collagenase VIII digestion and Percoll-mediated selection of immune cells, which we and many others have used previously[13, 14], based on a preliminary experiment we performed that revealed higher yield and better purity of immune cells with the ABDK and CD45 MS (**Figure S1**). 

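The deposited data came from 8 mice, 1 library per mouse, with 2 mice for each combination of saline or LPS *in vivo* with DMSO or inhibitors during dissociation. The inhibitors were actinomycin D at 5 µg/mL, triptolide at 10 µM and anisomycin at 27.1 µg/mL. The paper gives the age of the mice as 3 to 5 months, and the sample labels give 5 to 6 months. The labels also give a capture day, with replicate 1 of each combination on day 1 and replicate 2 on day 2. For each library the authors deposited the number of unique molecules (UMIs) that PIPseeker counted on each gene in each barcode, without normalization and without a selection of cells. In the saline libraries these counts summed to 95426261 and 93675408 with DMSO and to 113631184 and 106687548 with inhibitors. In the LPS libraries they summed to 141182123 and 90352359 with DMSO and to 115368573 and 137183624 with inhibitors. Genes are given by Ensembl identifier and symbol, without positions, and the annotation available was of another build than the genome named in the methods, so no coordinates are given. Cells were kept with under 5% mitochondrial counts, from 250 to under 6500 genes, from 800 to under 45000 UMIs and a complexity of at least 0.8. Cells with the highest Scrublet scores in each library, at a rate set to 8%, were removed as doublets. The share removed was not exactly 8% of the cells within these limits. It was 971 of 13371 cells in saline DMSO replicate 2 and 1313 of 16104 in saline inhibitors replicate 1. The remaining cells were clustered by the Leiden method and each cluster was named from fixed marker genes. For tests of expression, UMIs were summed per library and cell class, genes were filtered by expression and normalized by TMM, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was applied. LPS DEGs were counted at an adjusted p under 0.05 and an absolute log2 fold change over 2, after removal of artifactually activated cells, and single genes were called at an adjusted p under 0.05. Values are means ± SD over libraries in CPM of the class, and log2 fold changes are LPS over saline with their standard error (SE). With 4 libraries against 4, an exact two-sided permutation test cannot give a p below 0.0286, the value it takes when every library of one group lies above every library of the other. Intervals and limits from counts cover counting error only.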

Since the use of enzymes to dissociate brain tissue has been shown to artificially induce immune signatures, mainly in microglia[41, 64], we included inhibitors of transcription, translation, and cell division or an equivalent volume of DMSO vehicle during dissociation as described previously[41] to examine the extent to which microglia and nearby immune cells are affected by this dissociation method. 

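Barcodes with 1 to 99 UMIs, which hold the free RNA of each library, took 15.5 to 33.7% of the counts. Between 12038 and 17363 cells per library passed the limits on counts, genes and mitochondrial share. After the removal of doublets, 13227 ± 1182 cells were retained per saline library (SD, n = 4) and 14255 ± 2269 per LPS library (SD, n = 4; exact two-sided permutation test, p = 0.457). The median number of UMIs per retained cell was 2604 ± 494 in the saline libraries and 4202 ± 270.3 in the LPS libraries (SD, n = 4 each), and every LPS library lay above every saline library. The median number of genes per retained cell was 1378 ± 222 with saline and 1691 ± 51.6 with LPS (SD, n = 4 each), again without overlap. The total counts of the libraries did overlap between saline and LPS (exact two-sided permutation test, p = 0.229).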

After isolation, 40,000 cells per sample were input to capture 20,000 cells in particle-templated instant partitions (PIPs), which were then lysed for downstream cDNA library preparation and sequencing[38] (Fig. 1A).

Initial graph-based clustering revealed 25 populations of cells, which were divided into six broad populations consisting of B-cells, CD45-cells, microglia, myeloid antigen presenting cells (APCs), neutrophils, and T- and natural killer cells (NKs), based on differential expression testing and the expression of canonical markers such as *Ptprc, Itgam, Ngp, Cd3e, Ms4a1*, and *Nkg7*(**Figure S2**). We examined each cluster in detail with an iterative subsampling procedure and differential expression testing to confidently annotate cells (**Figure S3** to **Figure S8**). The “B-cell” population was grouped into 6 subtypes (**Figure S3**) that each expressed B-cell markers such as *Cd79a, Ms4a1*, and *Iglc3* (**Figure S3D-F**), although one cluster also expressed T-cell genes such as *Cd3e* and *Nkg7* and was designated as a cluster of doublets and removed (**Figure S3G-I**). The CD45-population was grouped into 17 subtypes which expressed markers for astrocytes (e.g. *Aqp4, Gja1, S100b)*, choroid plexus cells (e.g. *Folrl)*, endothelial cells (e.g. *Cldn5)*, leptomeningeal cells (e.g. *Col1a2, Dcn, Slc38a2)*, oligodendrocytes (e.g. *Olig1)*, and pericytes (e.g. *Acta2*) (**Figure S4**). 

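Microglia made up 86505 of the retained cells and fell into 6 clusters at the first level of clustering. The clusters of 34083 and 7373 cells came almost wholly from saline libraries, with 0.0469% and 0.0678% of cells from LPS libraries. LPS libraries gave 99.7% or more of the clusters of 20075 and 11728 cells, and of a further cluster of similar size. The sixth cluster held 745 cells, 64.8% of them from LPS libraries, with *Cxcl10*, *Ccl12* and *Ccl4* among its top genes. This further cluster had *Marco*, which was listed among the macrophage markers, as its top gene, and held 13.5% and 8.43% of the microglia of the LPS libraries with DMSO and 37.1% and 47.1% of those with inhibitors. Its 10 top genes held 0 microglial markers and 1 of the macrophages, and it was kept with the microglia because the markers of no other class as a whole stood out in it, a rule set after the clusters were seen.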

The microglial population expressed classic microglial markers such as *Aif1, C1qc, Hexb, P2ry12*, and *Tmem119* (**Figure S5**). The myeloid APCs were clustered into 18 subtypes (**Figure S6A-C**). 

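Among the other myeloid cells, 6287 were named macrophages, 5882 monocytes and 921 dendritic cells. No cluster met the criteria for plasma cells or erythrocytes at the resolution used. When each cell was instead named from markers alone, without clusters, 132 cells scored highest for plasma cells and 1040 for erythrocytes, which carry RNA that is also free in the suspension. A cluster of 181 cells held markers of erythrocytes and mast cells together and was left without a name.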

Several cell types were identified based on marker gene expression, including macrophages (expressing *Mrc1, Cd163, Ms4a7)*, monocytes (expressing *Ccr2, Ly6c2, Arg1)*, dendritic cells (expressing *Itgax, Cd83, Cd86)*, plasma cells (expressing *Igkc, Vpreb3)*, and erythrocytes (expressing *Hba-a1*) were identified (**Figure S6D-P**). The neutrophil population consisted of 10 subtypes expressing neutrophil markers such as *Mmp8, Ngp, S100a8*, or *S100a9* (**Figure S7A-G**). The microglial marker *P2ry12* was expressed in one small cluster, which were classified as doublets and removed (**Figure S7H-I**). Lastly, the T- and NK cell population was grouped into11 subtypes which were annotated as αβ T-cells (expressing CD3 alleles, *Cd8b1)*, NK cells (expressing *Gzma* and *Klrb1c)*, γδ T-cells (expressing γ- and δ- T-cell receptor chains), erythrocytes (expressing *Hba-a1)*, macrophages (expressing *Marco)*, mast cells (expressing *Mcpt4)*, basophils (expressing *Plac8* and *Cebpa)*, and stem cells (expressing many immature and proliferating cell markers (**Figure S8**).

In summary, we captured 20 different cell types from the mouse brain and its vessels that consisted of immune cells, including microglia, monocytes, macrophages, B- and T- cells, NKs, dendritic cells, and neutrophils, as well as a some non-immune and/or brain-resident cells (Fig. 1B). 

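Lymphocytes comprised 1131 B-cells, 980 αβ T-cells and 542 NKs, and granulocytes comprised 2068 neutrophils. The rare populations formed no clusters of their own at the resolution used. By markers alone, 87 cells were nearest to basophils, 44 to mast cells and 49 to γδ T-cells. Clustering at a resolution of 2 in place of 1 separated 35 mast cells, and still no cluster of basophils, plasma cells or γδ T-cells. In total 888 cells in 5 clusters were left unnamed because they lacked markers or mixed the markers of different classes.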

We also identified rare immune populations including basophils, mast cells, plasma cells, and γδ T-cells(Fig. 1C–F). Our cleaned dataset contained over 116,000 cells from only 8 mouse brains, over 90% of which were immune cell populations (Fig. 1G–H), demonstrating the efficacy of this CD45 MS-based approach in enriching the mouse brain and neurovasculature for immune cells.

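After quality control 119001 cells remained, and 109930 after the removal of doublets, of which 94.9% were immune cells. The share of immune cells was 92.9 ± 2.97% in the saline libraries and 96.7 ± 0.689% in the LPS libraries (SD, n = 4 each), with unnamed cells counted as not immune. Among the named cells the groups overlapped, with 95.9% in LPS DMSO replicate 2 and 96.3% in saline DMSO replicate 1. Over all cells the lowest share, in saline inhibitors replicate 2, was 89.0% (95% exact Clopper-Pearson interval 88.4 to 89.5%), and the highest, in LPS inhibitors replicate 1, was 97.5% (97.2 to 97.7%). Of the alternatives, a limit of 10% on mitochondrial counts moved the share most, to 93.2% of 118241 cells. A minimum of 1500 UMIs per cell left 94788 cells. The largest non-immune classes were endothelial cells (1652 cells), choroid plexus cells (1212 cells) and ependymal cells (888 cells).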

### Myeloid cells are vulnerable to an artificial activation state due to enzymatic dissociation

Enzymes to dissociate the mouse brain have been shown to induce artificial gene activation[41, 64]. Hence, we examined to what extent this already defined artificial microglia subpopulation was induced by the ABDK method and whether nearby circulating immune cells were affected. To determine whether the embeddings of cells differed based on inhibitor exposure, we performed a cross-entropy test[50] on immune cell subsets and the non-immune cell subset. This analysis revealed that granulocytes (composed of the neutrophil, basophil, and mast cell populations), macrophages, microglia, and monocytes were affected by enzymatic dissociation (**Table 1**). 

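Expression in DMSO libraries was compared with that in inhibitor libraries in each cell class, with the *in vivo* treatment as a covariate and all cells kept. At an adjusted p under 0.05 and an absolute log2 fold change over 1, 62 genes were called in microglia, 32 in macrophages, 24 in dendritic cells and 6 in monocytes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In B-cells and αβ T-cells 5 genes each were called. None was called in neutrophils or NKs by edgeR, where 498 and 73 genes had an unadjusted p under 0.05, and DESeq2 called 10 and 2. Without the *in vivo* covariate the count in microglia fell to 3, the largest move among the alternatives. In microglia *Fosb* (ENSMUSG00000003545) rose most with DMSO, from 0.323 ± 0.161 to 22.0 ± 18.4 CPM (SD, n = 4 each), a log2 fold change of 5.86 (SE 0.37) in all 4 DMSO libraries. *Fos* (ENSMUSG00000021250) and *Egr1* (ENSMUSG00000038418) had log2 fold changes of 5.74 and 5.13 in microglia, and the call of *Fos* was lost when the replicate was added as a block (adjusted p = 0.0838). *Hspa1b* (ENSMUSG00000090877) rose by 4.89, a call that was lost without LPS inhibitors replicate 2 (adjusted p = 0.197). *Fos* was also among the genes that rose most in macrophages (4.49), monocytes (3.15), dendritic cells (3.41), B-cells (3.68) and αβ T-cells (4.16), above every inhibitor library in each. Beside *Fos*, the largest rises in macrophages were those of *Fosb* (5.60), *Hspa1a* (5.11), *Nr4a1* (4.27) and *Egr2* (3.50), in dendritic cells those of *Hspa1a* (3.89) and *Zfp36* (2.88), and in lymphocytes those of *Junb* (2.13 in B-cells) and *Jun* (3.15 in αβ T-cells). Calls that a single library decided were those of *Nr4a1* in macrophages (adjusted p = 0.182 without saline inhibitors replicate 2), of *Dusp1*, *Zfp36*, *Jun* and *Junb* in monocytes (up to 0.309 without saline inhibitors replicate 2), of *Zfp36* in B-cells (0.113 without saline DMSO replicate 1), and of *Jun* and *Zfp36* in αβ T-cells (0.272 and 0.155 without saline inhibitors replicate 2).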

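The published modules are not given in the paper's text, so lists of immediate-early genes, heat shock genes, and chemokines and cytokines were drawn up from the description in its discussion. The mean log2 CPM of the immediate-early genes in microglia was 7.21 ± 0.42 in the DMSO libraries and 4.44 ± 0.43 in the inhibitor libraries (SD, n = 4 each), a difference of 2.77. In macrophages the difference was 2.83, and in the other 6 classes it lay between 1.20 and 2.10. Every DMSO library lay above every inhibitor library in microglia, macrophages, monocytes, neutrophils and αβ T-cells, the exact p was 0.0571 in B-cells and NKs and 0.0857 in dendritic cells, and over the 24 pairs of list and class no exact p was below 0.0980 after Benjamini-Hochberg adjustment. The heat shock genes were higher with DMSO by 0.92 in microglia and 1.33 in macrophages, without overlap between the groups. A pseudocount of 1 in place of 0.5 CPM moved the difference of the immediate-early genes in microglia to 2.67, and the exact p in NKs to 0.0286. By camera with a preset correlation of 0.01, the immediate-early genes were higher with DMSO in all 8 classes, with adjusted p from 1.75e-282 to 7.57e-14, and under fry this held in microglia, macrophages, monocytes, dendritic cells, B-cells and αβ T-cells. The chemokines and cytokines were called by camera in 6 classes, and under fry in macrophages and dendritic cells only. The heat shock genes were called in microglia, macrophages, monocytes and dendritic cells, and under fry in monocytes only; in NKs their median log2 fold change was -0.05 while their mean was 0.14.

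**Figure D1:**
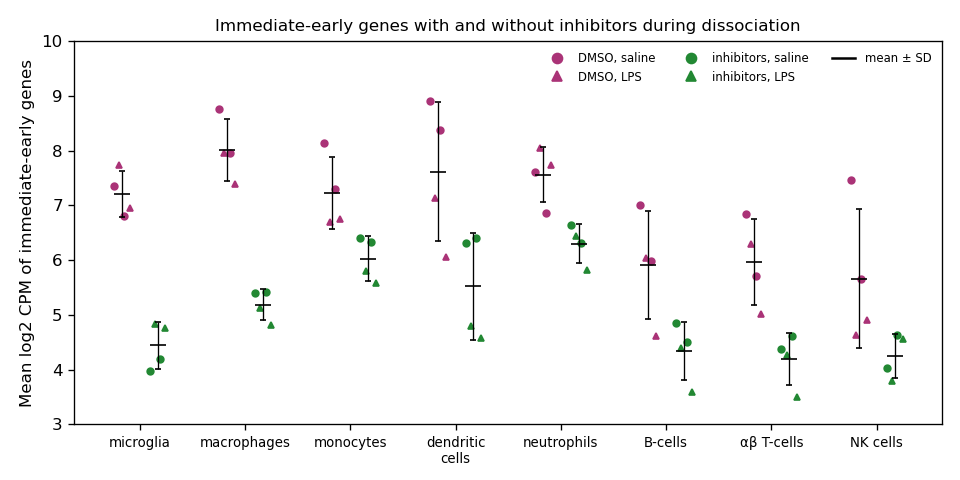
Mean log2 CPM of the immediate-early genes per library and cell class, for libraries dissociated with DMSO or with inhibitors; each point is 1 library and the bars give the mean ± SD of 4 libraries. In microglia the lowest DMSO library sits at 6.81 and the highest inhibitor library at 4.83.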

The low-dimensional embeddings of each of these populations in the inhibitor-treated and vehicle-treated samples are shown in Fig. 2A–D. The up-regulation of two published artifactual gene modules[41] can be seen in cells not treated with inhibitors during dissociation (Fig. 2E–L). To separate those artifactually activated cells, these three populations were clustered (Fig. 2M–P), artifact module expression was examined by cluster (Fig. 2Q–T), and the contribution of each experimental group to each cluster was calculated (Fig. 2U–X), revealing one cluster of granulocytes, three clusters of macrophages, three clusters of microglia, and one cluster of monocytes that were designated as artifactually activated (Fig. 2Y–BB). These clusters were removed ahead of biological interrogation of the LPS model.

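A subcluster was designated as artifactually activated when at least 75% of its cells came from DMSO libraries, with each library weighted equally, and its mean score for immediate-early and heat shock genes lay more than 1 SD above the mean of its class. By this rule 2 of 21 microglial subclusters were designated, with 19381 cells or 22.4% of the microglia. In macrophages 2 of 12 subclusters were designated (1001 cells, 15.9%), and in neutrophils 1 of 11 (346 cells, 16.7%). None of the 17 monocyte subclusters met both parts of the rule. The designated subclusters took 97.2 to 99.5% of their cells from DMSO libraries and scored 1.08 to 2.00 SD above their class. One of the 2 in microglia held 0.0118% cells from LPS libraries and the other 99.6%. A limit of 90% from DMSO libraries, or a score from immediate-early genes alone, designated 5 subclusters as well. From the clusters that held this signature and came from vehicle-treated samples, the paper reasons that these cells were activated by the enzymatic dissociation, and it removed them before the LPS model was examined.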

### Systemic administration of endotoxin activates central-peripheral immune crosstalk

To begin dissecting the unique contributions of peripheral immune cells during LPS-induced neuroinflammation, we evaluated whether intraperitoneally administered LPS induces a change in the cellular composition of our brain immune-cell samples. We observed an increase in neutrophils and monocytes and a decrease in B-cells, dendritic cells, and plasma cells in/near the brain with LPS (Fig. 3A). 

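Shares of all retained cells were compared per library by limma on arcsine square root transformed values, with Benjamini-Hochberg adjustment over 15 classes. Monocytes rose from 1.94 ± 0.590% to 8.52 ± 0.505% of cells (SD, n = 4 saline and 4 LPS libraries; limma adjusted p = 2.59e-06). Neutrophils rose from 1.04 ± 0.596% to 2.7 ± 0.433% (SD, n = 4 each; limma adjusted p = 0.00851). B-cells fell from 1.81 ± 1.01% to 0.328 ± 0.116% and dendritic cells from 1.14 ± 0.137% to 0.551 ± 0.117% (SD, n = 4 each; limma adjusted p = 0.0102 for both). For each of these classes, the 4 LPS libraries all lay on the same side of the 4 saline libraries. With artifactually activated cells removed from the total, the changes in neutrophils and dendritic cells no longer passed the threshold (LPS minus saline 1.31 and -0.622 percentage points, limma adjusted p = 0.0921 and 0.205). Because the brains were not cleared of blood, these shares count cells in vessels as well as in tissue, and no cluster of plasma cells was available for the test. With classes from markers alone, plasma cells went from 0.189 ± 0.138% to 0.0587 ± 0.0141% (SD, n = 4 each; limma adjusted p = 0.0771), lower in every LPS library and not called.

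**Figure D2:**
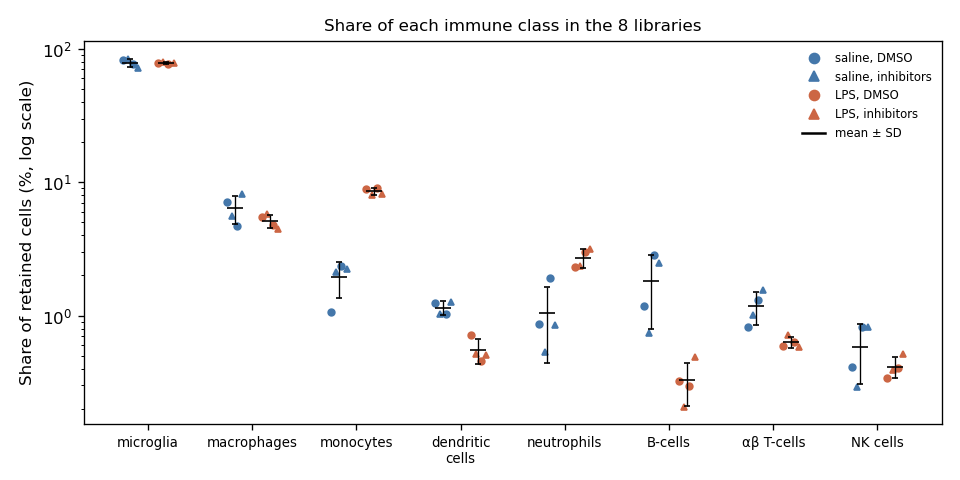
Share of retained cells in each class per library, in percent on a log axis, for saline and LPS libraries; each point is 1 library, with the mean ± SD of 4 libraries. Monocytes and neutrophils sit higher, and B-cells and dendritic cells lower, in every LPS library.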

The relative abundance of other immune cells and the non-immune cells captured here were not significantly affected by LPS (Fig. 3A, **Figure S9**). 

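Microglia took 78.9 ± 5.56% of cells with saline and 78.4 ± 1.06% with LPS (SD, n = 4 each; limma adjusted p = 0.835). Macrophages went from 6.37 ± 1.55% to 5.11 ± 0.606% (limma adjusted p = 0.190) and NKs from 0.584 ± 0.275% to 0.414 ± 0.0739% (limma adjusted p = 0.424). The share of microglia depended on how classes were named, since with markers alone it was higher after LPS by 6.56 percentage points and past the threshold (limma adjusted p = 0.0489), and on the total, since among immune cells it was lower by 3.68 points (limma adjusted p = 0.0389). Macrophages were called lower with markers alone (LPS minus saline -2.95 percentage points, limma adjusted p = 0.00375). αβ T-cells fell from 1.17 ± 0.323% to 0.631 ± 0.0595% and endothelial cells from 1.94 ± 0.465% to 1.11 ± 0.290%, each lower in all 4 LPS libraries (limma adjusted p = 0.0349 for both). The fall in αβ T-cells did not pass the threshold with the *ex vivo* treatment as a covariate (limma adjusted p = 0.0581), nor at a clustering resolution of 2 or with artifactually activated cells removed, and the same held for the fall in endothelial cells (limma adjusted p = 0.0581, 0.126 and 0.346). Choroid plexus cells, ependymal cells, leptomeningeal cells, oligodendrocytes and pericytes were not called, with limma adjusted p from 0.156 to 0.835. Neurons fell from 0.197 ± 0.141% to 0.0345 ± 0.0204% of cells (limma adjusted p = 0.0545). With the replicate as a block, neurons and ependymal cells were called lower (limma adjusted p = 0.0402 and 0.0187), although the groups overlapped for ependymal cells.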

To determine the reason for these changes in immune cell composition with LPS, we inferred the communication of cells using multiple R packages, including CellChat[52] and MultiNicheNetR[53]. The overall strength of cellular communication was weakened by LPS (**Figure S10A-B**), and the nature of this cellular communication was modulated by LPS (**Figure S10C**), suggesting that circulating endotoxin alters immune cell communication between brain and blood. Indeed, the inferred communication between specific pairs of cells is modulated by endotoxin exposure (Fig. 3B–C). For example, macrophages were expressing fewer ligands with predicted receptors while neutrophils were expressing more ligands (Fig. 3C). Interestingly, microglia were expressing more ligands whose predicted receptors were expressed by peripheral immune cells, especially monocytes, NKs, and neutrophils, with LPS (Fig. 3C).

We hypothesized that microglia, the brain-resident cells in our dataset, would primarily govern the traffic of cells to and from the brain. We used MultiNicheNetR to predict the specific ligands expressed by microglia and the specific receptors expressed by those immune cells that are differentially associated with the brain after peripheral LPS exposure. This analysis revealed that chemoattractant and adhesion signals from microglia to B-cells and dendritic cells are largely down-regulated during peripheral LPS exposure. Specifically, several integrins, including *Itgam, Itgav*, and *Itgb2* were downregulated in dendritic cells as were their putative binding partners *Eng, F11r*, and *Cfh* in microglia (Fig. 3D). 

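The inferred pairs were not repeated, and the change of each gene was measured in its own cell class. In dendritic cells *Itgam* (ENSMUSG00000030786) fell from 454 ± 59.9 CPM with saline to 185 ± 117 CPM with LPS (SD, n = 4 each), a log2 fold change of -1.29 (SE 0.31, adjusted p = 0.00233, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Itgb2* (ENSMUSG00000000290) fell from 519 ± 62.6 to 95.3 ± 60.9 CPM, a log2 fold change of -2.45 (SE 0.29, adjusted p = 4.30e-07). After subtraction of the expected free RNA, the alternative that moved both most, these values were -2.49 and -3.35. *Itgav* (ENSMUSG00000027087) was at 87.3 ± 14.5 and 73.4 ± 26.8 CPM, and its log2 fold change of -0.28 (SE 0.29) did not pass the threshold (adjusted p = 0.459). In microglia *F11r* (ENSMUSG00000038235) fell from 813 ± 39.4 to 227 ± 14.6 CPM (log2 fold change -1.84, SE 0.13, adjusted p = 4.54e-09). *Eng* (ENSMUSG00000026814) fell by 1.34 on the log2 scale (adjusted p = 7.43e-08). Apart from *Itgav*, each of these genes was lower in all 4 LPS libraries than in any saline library. The dendritic cells joined a cluster of 586 cells, 0.853% from LPS libraries, and another of 335 cells, 93.7% from LPS libraries. *Cd209a* and *Mgl2* were among the top genes of the former, *Ccr7* and *Fscn1* of the latter. For dendritic cells a change within cells and a different mix of them cannot be told apart.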

Communication from microglia to dendritic cells and B-cells through transforming growth factor β (TGFβ) was disrupted by peripheral LPS exposure, and the adhesion of these cells to microglia through major histocompatibility complex class II (MHC-II) receptors (e.g., *H2-DMa, H2-DMb1*, and *Cd74*) and junctional adhesion molecules (JAMs; especially *Jam2*) was also decreased with systemic LPS exposure (Fig. 3D). Additionally, we inferred an elevation of several chemoattractant and adhesion signals from microglia to monocytes and neutrophils. 

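Microglial *Tgfb1* (ENSMUSG00000002603) fell from 116 ± 6.17 to 56.4 ± 8.11 CPM (SD, n = 4 each), a log2 fold change of -1.04 (SE 0.12, adjusted p = 1.25e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In dendritic cells *Tgfbr1* (ENSMUSG00000007613) and *Tgfbr2* (ENSMUSG00000032440) had log2 fold changes of -2.56 and -1.69 (adjusted p = 1.62e-06 and 0.000253). In B-cells the corresponding values were -1.84 and -1.71 (adjusted p = 0.000341 and 0.000416), from 15 and 20 UMIs over the 4 LPS libraries. *Tgfbr1* could not be tested in dendritic cells or B-cells once the expected free RNA was subtracted, because too few counts were left. *Jam2* (ENSMUSG00000053062) showed the largest fall in microglia among these genes, from 78.2 ± 7.75 to 7.27 ± 0.430 CPM (log2 fold change -3.42, SE 0.11, adjusted p = 2.24e-12). *H2-DMa* (ENSMUSG00000037649) fell by 1.59 on the log2 scale in microglia (adjusted p = 2.05e-07). The fall of *H2-DMb1* (ENSMUSG00000079547) was smaller (-0.48, SE 0.15, adjusted p = 0.0123), the groups overlapped, and it was not called without saline DMSO replicate 2 (adjusted p = 0.0525) or by DESeq2 (adjusted p = 0.0641). *Cd74* (ENSMUSG00000024610) had log2 fold changes of -2.24 in dendritic cells and -1.40 in B-cells (adjusted p = 1.76e-10 and 0.000223). *Itga4*, among the receptors shown for these cells, rose in dendritic cells (1.40, adjusted p = 7.35e-06) and was not called in B-cells (-0.64, adjusted p = 0.152). *Itgam* in B-cells had a log2 fold change of 1.40 (adjusted p = 0.0278) that was not called without saline DMSO replicate 2 (adjusted p = 0.118), turned to -0.12 with classes from markers alone, and could not be tested after free RNA subtraction. Apart from *H2-DMb1*, *Itga4* in B-cells and *Itgam* in B-cells, the 4 LPS libraries lay on one side of the 4 saline libraries.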

The C-C chemokine, interleukin (IL)-1, and tumor necrosis factor (TNF) systems were inferred to be highly active between microglia and these two peripheral myeloid populations with peripheral LPS exposure, potentially creating a driving force for the migration of these cells. Additionally, the expression of adhesion molecules, especially *Icam1* and *Bst2*, were upregulated in microglia as were their binding partners in monocytes and neutrophils (Fig. 3D). This analysis revealed novel potential binding partners that suggest an extravasation of mononuclear cells in the brain, including the interaction between tetherin (encoded by *Bst2*) and several paired-Ig-like receptors (*Pira2, Pira12*, and *Pirb*), orthologous to human leukocyte immunoglobulin-like receptors, and the interaction between heme binding protein 1 (*Hebp1*) and several formyl peptide receptors (*Fpr2* and *Fpr3)*. 

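In microglia *Tnf* (ENSMUSG00000024401) rose from 4.84 ± 3.00 to 206 ± 70.9 CPM (SD, n = 4 each), a log2 fold change of 5.44 (SE 0.53, adjusted p = 6.81e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Il1b* (ENSMUSG00000027398) rose from 6.72 ± 4.11 to 60.6 ± 28.2 CPM and *Il1a* (ENSMUSG00000027399) from 51.5 ± 7.86 to 172 ± 69.6 CPM, with log2 fold changes of 3.22 and 1.74 (adjusted p = 0.00347 and 0.00206). For both *Il1a* and *Il1b*, LPS DMSO replicate 2 lay far below the other LPS libraries but above every saline library. In monocytes *Il1r2* (ENSMUSG00000026073) and *Il1rn* (ENSMUSG00000026981) had log2 fold changes of 4.28 (SE 0.41, adjusted p = 1.06e-05) and 3.84 (SE 0.37, adjusted p = 7.99e-06). All these genes were higher in all 4 LPS libraries than in any saline library. The TNF receptor genes did not rise in monocytes: *Tnfrsf1a* (ENSMUSG00000030341) and *Tnfrsf1b* (ENSMUSG00000028599) had log2 fold changes of -0.58 (adjusted p = 0.0528) and -0.60 (adjusted p = 0.0999). The fall of *Tnfrsf1a* passed the threshold with the replicate as a block (adjusted p = 0.0342) and after subtraction of the expected free RNA (adjusted p = 0.0429). Monocyte clusters of 561 and 354 cells had 1.96% and 0.282% from LPS libraries, and those of 4302 and 665 cells had 99.7% and 81.5%. For monocytes a change within cells and a different mix of them cannot be told apart.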

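*Bst2* (ENSMUSG00000046718) rose in microglia from 157 ± 42.6 to 667 ± 79.1 CPM (SD, n = 4 each), a log2 fold change of 2.08 (SE 0.18, adjusted p = 7.50e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Icam1* (ENSMUSG00000037405) rose from 81.3 ± 10.6 to 158 ± 31.8 CPM, a log2 fold change of 0.96 (SE 0.15, adjusted p = 4.21e-05), with LPS DMSO replicate 2 far below the other LPS libraries. *Spp1* (ENSMUSG00000029304) had a log2 fold change of 3.19 (adjusted p = 0.000809) in microglia. Among the integrins that bind these ligands, *Itgam* in monocytes rose from 665 ± 275 to 2587 ± 447 CPM (log2 fold change 1.96, SE 0.29, adjusted p = 0.000208). These 4 changes separated all LPS libraries from all saline libraries. *Itgb2* in monocytes (0.32, adjusted p = 0.376) and *Itgam* and *Itgb2* in neutrophils (0.34 and 0.23, adjusted p = 0.484 and 0.612) were not called.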

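In monocytes *Pirb* (ENSMUSG00000058818) rose from 255 ± 112 to 829 ± 38.2 CPM (SD, n = 4 each), a log2 fold change of 1.69 (SE 0.28, adjusted p = 0.000438, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pira2* (ENSMUSG00000089942) and *Pira12* (ENSMUSG00000074417), near-identical paralogs whose reads could have been shared by the counting, had log2 fold changes of 1.82 and 1.98 in monocytes (adjusted p = 2.92e-05 and 3.91e-05). In neutrophils *Pira12* and *Pirb* rose by 3.07 and 1.9 on the log2 scale (adjusted p = 0.000188 and 0.00308). *Pira2* rose by 1.48 in neutrophils (adjusted p = 0.0398) with overlap between the groups, a call that was lost without saline DMSO replicate 1 (adjusted p = 0.114) and after subtraction of the expected free RNA (adjusted p = 0.0897). Microglial *Hebp1* (ENSMUSG00000042770) rose from 56.7 ± 9.32 to 106 ± 28.3 CPM (log2 fold change 0.90, SE 0.18, adjusted p = 0.000441). *Fpr2* (ENSMUSG00000052270) and *Fpr3* (ENSMUSG00000079700) had log2 fold changes of 4.48 and 3.85 in monocytes and 3.53 and 3.52 in neutrophils (adjusted p = 2.57e-07, 6.66e-06, 0.000319 and 0.000171). These receptors also rose in microglia, by 8.70 and 6.06 (adjusted p = 7.58e-09 and 5.05e-13). Apart from *Pira2* in neutrophils, every LPS library lay above every saline library. The neutrophils joined a cluster of 531 cells, 7.72% from LPS libraries, and another of 1537 cells, 97.0% from LPS libraries. *Camp*, *Ngp* and *Elane* were among the top genes of the former, *Retnlg*, *Mmp9* and *Cxcr2* of the latter. For neutrophils a change within cells and a different mix of them cannot be told apart. From the inferred binding of such ligands and receptors, the paper proposes that mononuclear cells extravasate in the brain after peripheral LPS exposure.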

CellChat analysis corroborates the cell-specific modulation of signaling classes during peripheral LPS exposure. CellChat inferred a loss of incoming JAM and TGFβ and other adhesion molecules in dendritic cells and B-cells during peripheral LPS exposure, while monocytes and neutrophils were predicted to be receiving more interleukins, adhesion ligands, and chemokines (**Figure S10D**). In agreement with the above results, microglia were again predicted to be sending less TGFβ, more C-C chemokines, more TNF, and different adhesion factors (**Figure S10E**).

Finally, we examined the potential disruption of communication between microglial cells inferred by CellChat (Fig. 3C) using MultiNicheNetR. Of the top 30 differentially regulated ligand-receptor pairs, 26 were downregulated during peripheral LPS exposure, affirming that microglia-microglia crosstalk was disrupted by peripheral inflammation (Fig. 4A). Specifically, peripheral LPS exposure induced a loss of TGFβ signaling, integrin binding, and adhesion molecule expression between microglia. 

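Microglial *Tgfbr1* fell from 1228 ± 56.9 to 155 ± 14.9 CPM and *Tgfbr2* from 396 ± 28.1 to 111 ± 16.1 CPM (SD, n = 4 each), log2 fold changes of -2.99 (SE 0.14) and -1.83 (SE 0.13; adjusted p = 7.93e-11 and 8.19e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the integrin genes, *Itgb5* (ENSMUSG00000022817) fell from 999 ± 204 to 195 ± 56.6 CPM and *Itgav* from 189.9 ± 13.2 to 60.6 ± 8.10 CPM, log2 fold changes of -2.36 and -1.65 (adjusted p = 1.13e-07 and 1.08e-08). *Gas6* (ENSMUSG00000031451) fell from 108 ± 9.13 to 10.5 ± 1.56 CPM (log2 fold change -3.36, SE 0.13, adjusted p = 1.07e-11). Its receptor gene *Mertk* (ENSMUSG00000014361) had a log2 fold change of -1.24 (adjusted p = 2.64e-07), with saline inhibitors replicate 1 apart from the other saline libraries. Each of these genes was lower in all 4 LPS libraries than in any saline library.

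**Figure D3:**
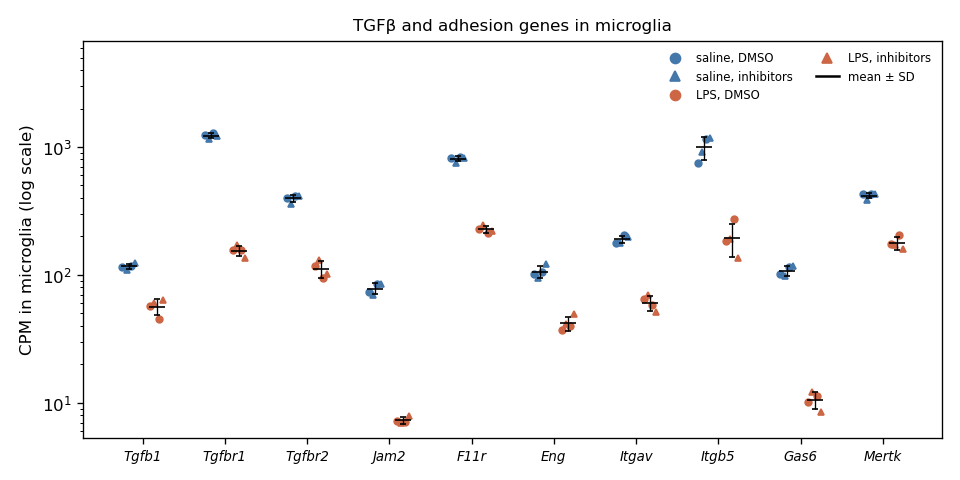
CPM in microglia, on a log axis, of genes of TGFβ signaling, integrins and adhesion molecules in saline and LPS libraries; each point is 1 library, with the mean ± SD of 4 libraries. *Tgfbr1* sits at 1228 ± 56.9 CPM with saline and 155 ± 14.9 CPM with LPS, and every gene shown is lower in the LPS libraries.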

From the inferred loss of adhesion molecules, we hypothesized that LPS-exposed microglia would be more chemotactic. 

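The gene sets of the paper were not available, and families of genes chosen by symbol and Reactome sets stood in for them, tested by camera on the genes of each class with Benjamini-Hochberg adjustment over 144 pairs of set and class. In microglia the 86 tested genes of homophilic adhesion families, such as cadherins and protocadherins, were lower with LPS as a set (camera adjusted p = 0.00915), with a median log2 fold change of -0.51 and 12 genes higher. The 45 genes of the chemotaxis families had a median log2 fold change of 0.50 and a mean of 1.45, 24 of them were higher, and the set was not called (camera adjusted p = 0.306). Among all genes tested in microglia the median log2 fold change was -0.12. Over all classes camera called 49 pairs, and fry, which uses the correlation in the data, called 85, the alternative that moved the count most. Other ways to part the libraries into 4 and 4 gave a median of 29 pairs by camera and up to 53.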

In support of this, a GSEA revealed that homophilic cell adhesion in microglia was disrupted by LPS and cell chemotaxis was strongly enriched in LPS-treated microglia (Fig. 4B–C). In addition, we hypothesized that in response to peripheral inflammation, microglia would be less homeostatic due to the overall downregulation of *Tgfb1* and its receptors, as observed previously. A large gene set associated with tissue homeostasis was enriched in control microglia, in support of this hypothesis (Fig. 4B–C). Overall, peripheral LPS exposure disrupted the inferred signaling between microglia, antigen presenting cells, and other microglia. Instead, microglia expressed ligands for receptors highly expressed in peripheral myeloid cells to a greater extent, which may explain the greater frequency with which monocytes and neutrophils were found near the brain in our dataset.

### Peripheral inflammation induces shared and cell-type specific transcriptomic programs in the brain

As the mobilization and communication of immune cells in the peripheral LPS exposure model is complex, we aimed to distinguish how different cell types contribute to peripheral LPS-induced neuroinflammation. We performed differential expression and gene set enrichment analyses in each cell type by creating pseudo-bulked datasets at the sample level and employing standard bulk RNA sequencing tools. 

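In microglia 919 higher and 742 lower genes were called with LPS among 17791 tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, absolute log2 fold change over 2). Macrophages had 302 higher and 383 lower, monocytes 233 higher and 354 lower, and dendritic cells 277 higher and 323 lower, from 10290, 11734 and 4830 genes tested. Neutrophils had 136 higher and 95 lower genes called of 5368, and the lower ones were 151 without LPS DMSO replicate 1 and 153 without LPS DMSO replicate 2. In the lymphocytes, 89 genes were called in B-cells, 137 in αβ T-cells and 75 in NKs, where only 2860, 4949 and 2865 genes had enough counts to be tested. The number of cells set these counts in part: with every class thinned to 25 cells per library, 264 genes were called in microglia, still the most of any class, and 185 in dendritic cells. DESeq2 called 2034 genes in microglia, 1573 of which edgeR called in the same direction. After subtraction of the expected free RNA, 92.2% of the genes called in microglia were still called in the same direction. The clusters of macrophages, monocytes, dendritic cells and neutrophils came largely from saline or largely from LPS libraries. Their counts of called genes therefore include differences between the clusters joined in a class.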

Microglia displayed the greatest number of differentially expressed genes (DEGs), while adaptive immune cells and small granulocyte populations showed few DEGs, and peripheral phagocytes regulated a middling number of DEGs (Fig. 5A–B). We illustrate how many of these DEGs were unique to their respective cell type or shared by at least one other, showing a range of transcriptomic overlap depending on cell type (Fig. 5A–B).

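Of the genes called in microglia, 1092 (65.7%) were called in no other class, 604 of them higher and 488 lower with LPS. The share called in no other class was 58.7% in dendritic cells, 36.3% in monocytes, 28.2% in macrophages and 24.2% in neutrophils. It was 18.7% in NKs, 12.4% in B-cells and 8.03% in αβ T-cells, and with single libraries left out it went up to 27.1% in B-cells and 19.7% in αβ T-cells. After subtraction of the expected free RNA it was 44.1% in neutrophils, 35.7% in NKs, 30.9% in B-cells and 19.1% in αβ T-cells. An absolute log2 fold change over 1 raised the count of genes called in microglia alone to 3539, the largest move among the alternatives. The rises in microglia were led by *Saa1* (ENSMUSG00000074115), which had 0 counts with saline and 1266 with LPS, at least 408-fold higher against a floor of 3 counts over the saline group, by *Gpr31b* (ENSMUSG00000071311), at least 192-fold higher on the same basis, and by *Marco* (ENSMUSG00000026390), with a log2 fold change of 9.94. The falls were led by *Slc2a5* (ENSMUSG00000028976), *Gpr34* (ENSMUSG00000040229) and *Tnfrsf17* (ENSMUSG00000022496), with log2 fold changes of -7.75, -6.44 and -6.34. Each gene named here separated the 4 LPS libraries from the 4 saline libraries.

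**Figure D4:**
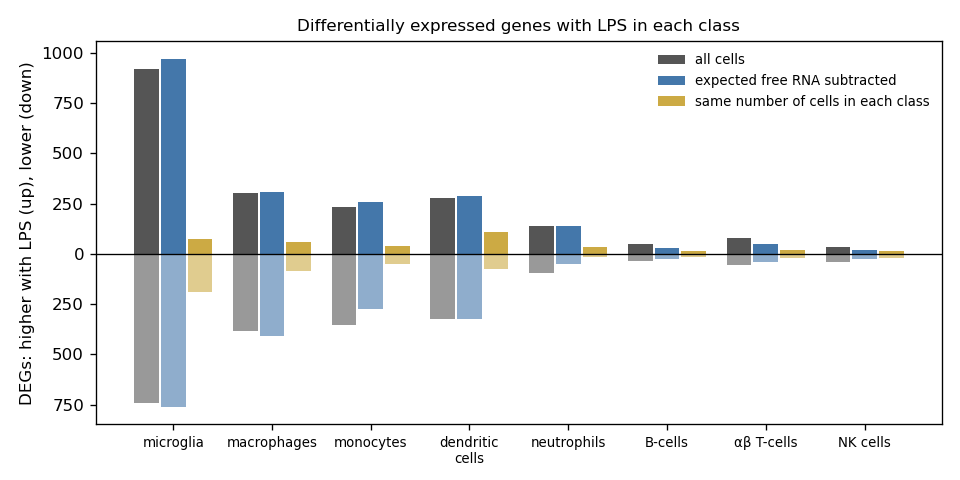
Number of DEGs higher and lower with LPS in each cell class, from all cells, after subtraction of the expected free RNA, and with each class thinned to the same number of cells; bars start at 0. Microglia have 919 higher and 742 lower genes with all cells.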

To infer the functional state of each cell type, we employed the well-established gene set enrichment analysis (GSEA)[56, 57] on genes ranked by their differential expression due to peripheral LPS exposure. 

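In macrophages *Saa3* (ENSMUSG00000040026) and *Lcn2* (ENSMUSG00000026822) rose by 11.38 and 10.77 on the log2 scale, and *Saa1*, with 0 saline counts, was at least 525-fold higher (adjusted p = 0.000396, 9.48e-05 and 2.01e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Tnfrsf17* had 0 counts with LPS and was at least 47.9-fold lower. The ratio of LPS to saline counts, per count of the class, was 0.00290 (95% interval 7.33e-05 to 0.0162) for *Tslp* (ENSMUSG00000024379) and 0.00580 (95% interval 0.00119 to 0.0170) for *Pla2g2d* (ENSMUSG00000041202). In monocytes *Cxcl3* (ENSMUSG00000029379), *Csf3* (ENSMUSG00000038067) and *Gm15056* (ENSMUSG00000082976) had 0 saline counts and were at least 108-fold, 44.9-fold and 37.1-fold higher. The largest falls in monocytes were those of *Igkc* (-7.28), *Gm30211* (-7.07) and *Cd209a* (-6.92). *Igkc* and *Gm30211* were among the top genes of the B-cell cluster. At a clustering resolution of 2, a cluster of 99 cells held markers of B-cells and monocytes together, with 1.01% of its cells from LPS libraries. Mixed cells among the saline monocytes are therefore not excluded as a source of the falls of *Igkc* and *Gm30211*. In dendritic cells *Cxcl3* and *Sphk1* (ENSMUSG00000061878) had 0 saline counts and were at least 507-fold and 206-fold higher, and *Tnfrsf9* (ENSMUSG00000028965) rose by 9.46 on the log2 scale. *Amz1* (ENSMUSG00000050022), *Qpct* (ENSMUSG00000024084) and *Rab7b* (ENSMUSG00000052688) had 0 counts in the dendritic cells of LPS libraries and were at least 37.2-fold, 18.7-fold and 13.4-fold lower. All of these genes were chosen because the 4 LPS libraries lay on one side of the 4 saline libraries, and all were still called after subtraction of the expected free RNA.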

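In neutrophils *Stfa2* (ENSMUSG00000022902), *Saa3* and *Lipg* (ENSMUSG00000053846) rose by 6.84, 6.74 and 6.02 on the log2 scale (adjusted p = 7.97e-05, 7.97e-05 and 8.13e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *S1pr5* (ENSMUSG00000045087) and *Adgrg1* (ENSMUSG00000031785) fell by 4.88 and 4.66, and the count ratio of *Gpr34* was 0.00767 (95% interval 0.00157 to 0.0226). In B-cells *Saa3* and *Lcn2* rose by 7.27 and 6.43, the count ratio of *Marco* was 371 (95% interval 125 to 1810.1), and its call was lost without saline inhibitors replicate 2 (adjusted p = 0.0587). *Cr2* (ENSMUSG00000026616) had 0 counts in the B-cells of LPS libraries and was at least 13.8-fold lower, and the count ratios of *Fcer2a* (ENSMUSG00000005540) and *Gpr34* were 0.0187 (95% interval 0.00225 to 0.0678) and 0.0289 (95% interval 0.000727 to 0.163). In αβ T-cells *Saa3*, *Marco* and *Mt2* (ENSMUSG00000031762) rose by 9.20, 8.02 and 7.87, and *Slc2a5*, *Hpgd* and *Crybb1* had 0 LPS counts and were at least 34.5-fold, 22.5-fold and 20.7-fold lower. In NKs *Saa3* and *Lcn2* rose by 8.21 and 5.95, and the count ratio of *Marco* was 96.7 (95% interval 32.8 to 471), not called without saline DMSO replicate 1 (adjusted p = 0.141). *P2ry12*, *Gpr34* and *Olfml3* fell by 5.50, 4.86 and 4.46 in NKs, and none was called without LPS inhibitors replicate 2 (adjusted p = 0.0558, 0.0707 and 0.0607). Many of these genes are high in microglia or macrophages, and free RNA carries them into the counts of other cells. After subtraction of the expected free RNA, *Mt2* in αβ T-cells was not called (adjusted p = 0.171), *Stfa2*, *Saa3*, *Lipg* and *S1pr5* in neutrophils, *Cr2* and *Fcer2a* in B-cells and *Saa3* in αβ T-cells were called, and all others had too few counts left to be tested. At a clustering resolution of 2, a cluster of 92 cells held markers of αβ T-cells and microglia together, with 1.09% of its cells from LPS libraries. Mixed cells among the saline αβ T-cells are therefore not excluded as a source of the falls there.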

Several gene sets implicated in LPS signaling, cytokine response, protein synthesis, and metabolic activation were enriched in multiple cell types, suggesting that many immune populations, both in and near the brain, were metabolically and immunologically responsive to peripheral LPS exposure (Fig. 5C). However, gene sets associated with cytotoxicity, including the production of TNF, were enriched only in macrophages, monocytes, microglia, and neutrophils, while gene sets associated with cellular adhesion, cytoskeletal organization, and adaptive immune activation were disrupted in B-cells, T-cells, and NKs (Fig. 5C). 

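In microglia the set of translation elongation rose most clearly, with a median log2 fold change of 1.89 over 82 genes (camera adjusted p = 2.57e-22). Respiratory electron transport and mitochondrial translation also rose in microglia (median log2 fold changes 1.68 and 1.41, camera adjusted p = 7.40e-18 for both). Respiratory electron transport was called higher in 7 of the 8 classes, with camera adjusted p of 7.22e-09 in macrophages, 0.00314 in dendritic cells and 0.0229 in B-cells. Translation elongation rose in B-cells (0.44, camera adjusted p = 3.44e-05) and αβ T-cells (0.34, camera adjusted p = 0.000179), and fell in neutrophils (-0.61, camera adjusted p = 0.0168). Interleukin-1 signaling was called higher in microglia, macrophages, dendritic cells and neutrophils, with camera adjusted p of 0.0406, 0.0146, 0.000408 and 0.0146, and in microglia not with the replicate as a block. The set of the LPS receptor, the Toll-like receptor 4 cascade, was called in neutrophils (median 0.19, camera adjusted p = 0.0272) and not in microglia (camera adjusted p = 0.306). From sets of this kind that were enriched in several cell types, the paper proposes that many immune populations in and near the brain respond to peripheral LPS exposure in metabolism and immunity.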

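TNF signaling, the set nearest to TNF production that was available, held 9 tested genes in microglia and was called by camera in no class, with adjusted p from 0.273 to 0.921. Its median log2 fold change was 0.28 in microglia and 0.25 in neutrophils, and fry called it higher in microglia, monocytes and neutrophils (adjusted p = 0.00431, 0.0352 and 0.00911) and lower in dendritic cells (adjusted p = 0.0122). Chemotaxis families were higher with LPS in monocytes (median log2 fold change 2.18, camera adjusted p = 1.05e-08) and neutrophils (1.40, camera adjusted p = 0.000747). They were lower in αβ T-cells (-0.56, camera adjusted p = 0.0251) and NKs (-0.98, camera adjusted p = 0.0146), and in αβ T-cells the set was not called (camera adjusted p = 0.823) and had a median of -0.27 without LPS DMSO replicate 2. T-cell receptor signaling was called by camera in none of the classes, with a median log2 fold change of -0.53 in NKs (camera adjusted p = 0.0556), and by fry as lower in B-cells, αβ T-cells and NKs (adjusted p = 0.00452, 0.00911 and 0.0121) and in microglia, macrophages and monocytes. B-cell receptor signaling was called higher in monocytes, dendritic cells, neutrophils and NKs (camera adjusted p = 0.0222, 0.0272, 0.0339 and 0.0444) and not in B-cells (camera adjusted p = 0.224). Cell-cell junction organization was called by camera in no class, with adjusted p of 0.430 in B-cells and 0.280 in αβ T-cells, and by fry as lower in αβ T-cells (adjusted p = 0.0233), microglia and macrophages. Homophilic adhesion families were lower in monocytes (median -0.58, camera adjusted p = 0.0210), as was signaling by the TGFβ receptor complex (-0.27, camera adjusted p = 0.0298). Of the pairs that camera called over all sets, 36 were also called by fry in the same direction, and 13 were not. The latter were homophilic adhesion, sister chromatid separation, splicing, respiratory electron transport and mitochondrial translation in monocytes, interferon γ and translation elongation in neutrophils, elongation in all 3 lymphocyte classes, respiratory electron transport in B-cells and αβ T-cells, and mitochondrial translation in αβ T-cells.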

Interestingly, neutrophils upregulated genes associated with phagocytosis and wound healing, while microglia and other peripheral phagocytes downregulated or showed no change in these pathways (Fig. 5C). These data suggest that the neuroimmune profile induced by peripheral LPS exposure is a product of the activity of many distinct immune cells, and certain inflammatory processes within this profile may be dominated by the activity of peripheral immune cells.

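Phagocytosis dependent on Fcγ receptors was the phagocytosis set available. In neutrophils its median log2 fold change was 0.18 over 49 genes, and it was not called (camera adjusted p = 0.351). In microglia and macrophages the median was 0.02 and 0.12 (camera adjusted p = 0.765 and 0.377), and in dendritic cells it was 0.03 with a mean of -0.12 (camera adjusted p = 0.914). The fry test called the set higher in neutrophils, microglia and macrophages (adjusted p = 0.0126, 0.0294 and 0.00387).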

Finally, we curated lists of risk factors identified for Parkinson’s disease (PD) and Alzheimer’s disease (AD) in meta-genome wide association studies (meta-GWAS)[61 –63] and examined the change in expression of these genes in each cell type due to an inflammatory stimulus. 

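In microglia *Gpnmb* (ENSMUSG00000029816) rose from 1.47 ± 0.502 to 4.18 ± 0.684 CPM (SD, n = 4 each), a log2 fold change of 1.45 (SE 0.23, adjusted p = 4.73e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Tmem163* (ENSMUSG00000026347) fell from 5.07 ± 0.340 to 2.69 ± 0.320 CPM (log2 fold change -0.93, SE 0.15, adjusted p = 5.92e-05). *Picalm* (ENSMUSG00000039361) fell from 507 ± 29.4 to 205 ± 24.5 CPM (log2 fold change -1.30, SE 0.13, adjusted p = 2.52e-07). Each of these changes separated all LPS libraries from all saline libraries in microglia. *Gpnmb* and *Tmem163* were called in no other class, with enough counts for a test only in macrophages and monocytes besides microglia, and *Gpnmb* turned to 4.31 in monocytes with classes from markers alone. *Gpnmb* was among the top genes of a dendritic cell cluster of 586 cells, 0.853% of them from LPS libraries. A change of *Gpnmb* in dendritic cells is therefore not excluded. *Picalm* was also called in αβ T-cells (-0.80, adjusted p = 0.0202), where the call was lost without LPS DMSO replicate 2 (adjusted p = 0.0748), by DESeq2 (adjusted p = 0.0698) and after free RNA subtraction (adjusted p = 0.135). In macrophages *Picalm* was not called (-0.30, adjusted p = 0.121), and was called lower with the replicate as a block (adjusted p = 0.0459). *Slc2a4* had 16 UMIs in the microglia of the saline libraries and 16 in those of the LPS libraries, too few for a test. *Slc24a4* (ENSMUSG00000041771), a gene with a similar symbol, had a log2 fold change of -0.69 (adjusted p = 0.0190) that was not called without LPS inhibitors replicate 2 (adjusted p = 0.0682) or by DESeq2 (adjusted p = 0.0743).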

Microglia displayed regulation of many of these genes in response to peripheral LPS exposure, and some genes are uniquely regulated by microglia, including *Gpnmb, Tmem163, Picalm*, and *Slc2a4*(Fig. 5D–E). However, many of these genes were also differentially regulated by peripheral myeloid cells in response to peripheral LPS exposure, including *Bst1, Gch1, Lrrk2, Satb1, Apoe, Plcg2, Siglech, Sorl1, Spi1* (Fig. 5D–E). 

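*Bst1* (ENSMUSG00000029082) rose in monocytes from 32.9 ± 16.5 to 243 ± 39.9 CPM (SD, n = 4 each), a log2 fold change of 2.85 (SE 0.30, adjusted p = 1.36e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It rose by 4.40 in microglia, 2.39 in macrophages and 1.95 in neutrophils (adjusted p = 1.21e-11, 4.89e-10 and 0.00474). *Gch1* (ENSMUSG00000037580) rose in the same classes, by 2.61 in microglia, where LPS DMSO replicate 2 was far below the other LPS libraries, 2.03 in macrophages, 2.74 in neutrophils and 1.01 in monocytes, the last not called after free RNA subtraction (adjusted p = 0.0658). *Spi1* (ENSMUSG00000002111) rose by 0.81 in microglia, 0.49 in macrophages and 1.18 in neutrophils, and turned to -0.15 in microglia with 25 cells per library. *Satb1* (ENSMUSG00000023927) fell in microglia (-1.41) and monocytes (-2.02). *Lrrk2* (ENSMUSG00000036273) fell in microglia (-0.85), monocytes (-1.03) and B-cells (-1.41), and the latter calls were lost without saline inhibitors replicate 2 (adjusted p = 0.0533) and without LPS DMSO replicate 1 (adjusted p = 0.125). *Apoe* (ENSMUSG00000002985) fell in microglia (-0.79), macrophages (-2.03), monocytes (-2.81), dendritic cells (-3.36), neutrophils (-2.48) and B-cells (-1.12), although in neutrophils it could not be tested and in B-cells it was not called after free RNA subtraction. *Plcg2* (ENSMUSG00000034330) fell in microglia (-0.89), macrophages (-0.77), monocytes (-0.61; adjusted p = 0.0888 without saline inhibitors replicate 2), dendritic cells (-1.75) and αβ T-cells (-1.40; adjusted p = 0.0668 without LPS DMSO replicate 1). *Siglech* (ENSMUSG00000051504) fell in every class but B-cells, by 1.96 in microglia and 2.99 in macrophages, and after free RNA subtraction it remained testable and called in microglia, macrophages and αβ T-cells only. The subtraction does not remove cells that mix αβ T-cells with microglia. A cluster of 92 such cells, 1.09% from LPS libraries, stood apart at a clustering resolution of 2. *Sorl1* (ENSMUSG00000049313) fell in microglia (-0.88), monocytes (-1.85), dendritic cells (-2.49) and αβ T-cells (-1.61), and not in macrophages (-0.05, adjusted p = 0.860). Apart from *Apoe* in microglia, where the groups overlapped, each call named here separated the LPS libraries from the saline libraries.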

Most immune populations captured in this study up-regulated *Ms4a6d*and *Tnip1* and downregulated *H2-Eb1, Bin1*, and *Trem2* after peripheral LPS exposure (Fig. 5D–E). 

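*Ms4a6d* (ENSMUSG00000024679) was called higher with LPS in all 8 classes, from 83.0 ± 13.3 to 1366 ± 112 CPM in microglia (SD, n = 4 each; log2 fold change 4.04, SE 0.17, adjusted p = 1.83e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with log2 fold changes from 1.95 to 3.35 in the others. After free RNA subtraction *Ms4a6d* was still called in microglia, macrophages, monocytes, dendritic cells and αβ T-cells, and had too few counts for a test in neutrophils, B-cells and NKs. *Tnip1* (ENSMUSG00000020400) was called higher in the 5 myeloid classes, by 1.68 in microglia and up to 3.21 in neutrophils, was not called in αβ T-cells (0.67, adjusted p = 0.0878), and had too few counts in B-cells and NKs. *H2-Eb1* (ENSMUSG00000060586) was called lower in the myeloid classes and B-cells, from 5781 ± 1169.9 to 1269.8 ± 260.0 CPM in macrophages (log2 fold change -2.19, SE 0.18, adjusted p = 4.32e-09) and by 2.42 in dendritic cells. The fall of *H2-Eb1* in microglia (-2.03) went to -0.28 after free RNA subtraction (adjusted p = 0.805), since much of the little *H2-Eb1* counted there matched the free RNA. *Bin1* (ENSMUSG00000024381) was called lower in all 8 classes, from 672 ± 90.4 to 114 ± 21.4 CPM in microglia (log2 fold change -2.56, SE 0.17, adjusted p = 2.43e-09). In monocytes the change of *Bin1* turned from -0.94 to 0.59 after free RNA subtraction (adjusted p = 0.564). *Trem2* (ENSMUSG00000023992) was also called lower in all 8 classes, from 2241 ± 447 to 347 ± 54.5 CPM in microglia (log2 fold change -2.69, SE 0.18, adjusted p = 4.38e-09). After free RNA subtraction *Trem2* had enough counts for a test only in microglia, macrophages and αβ T-cells, and in the other classes most of its counts matched the expected free RNA. Cells that mix αβ T-cells with microglia, which the subtraction does not remove, are not excluded as a source of the falls of *Bin1* and *Trem2* in αβ T-cells. Each of these calls separated the 4 LPS libraries from the 4 saline libraries.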

Interestingly, certain genes differed in the direction of their regulation between microglia and peripheral immune cells in response to peripheral LPS exposure, including *Galc, Nek1, Abca7*, and *Cass4*, while only peripheral populations regulated genes such as *Camk2d, Ctsb, Grn, Map4k4, Abca1, Aph1b, Cd2ap*, and *Ptk2b*. 

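*Galc* (ENSMUSG00000021003) rose in microglia from 34.3 ± 1.30 to 47.7 ± 4.44 CPM (SD, n = 4 each; log2 fold change 0.48, SE 0.10, adjusted p = 0.000465, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and fell in macrophages from 106 ± 8.36 to 40.3 ± 8.61 CPM (-1.35, SE 0.15, adjusted p = 3.29e-07), and the difference between the classes was -1.69 (adjusted p = 7.12e-22, test of class by LPS with the mouse as a block). *Cass4* (ENSMUSG00000074570) fell in microglia (-3.03), macrophages (-1.38) and monocytes (-1.67; adjusted p = 0.0588 without saline inhibitors replicate 1), and rose in neutrophils (2.00, adjusted p = 0.00617), a difference of 5.55 (adjusted p = 1.02e-24). *Abca7* (ENSMUSG00000035722) rose in macrophages (1.01, adjusted p = 0.000804) and fell in monocytes (-1.44, adjusted p = 0.000157), where its difference from microglia was -1.44 (adjusted p = 2.39e-06). The rise of *Abca7* in microglia was small and the groups overlapped (0.30, SE 0.12, adjusted p = 0.0321), and it was not called without saline DMSO replicate 1 (adjusted p = 0.0911) or after free RNA subtraction (adjusted p = 0.17). *Nek1* (ENSMUSG00000031644) fell in microglia (-0.70, adjusted p = 9.57e-05) and in macrophages (-1.09, adjusted p = 0.0178, lost without saline inhibitors replicate 1 at 0.123) and was not called in monocytes (-0.36). In dendritic cells *Nek1* had 18 UMIs with saline and 27 with LPS, below the filter of the edgeR test, and DESeq2 called it higher (adjusted p = 0.00335).

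**Figure D5:**
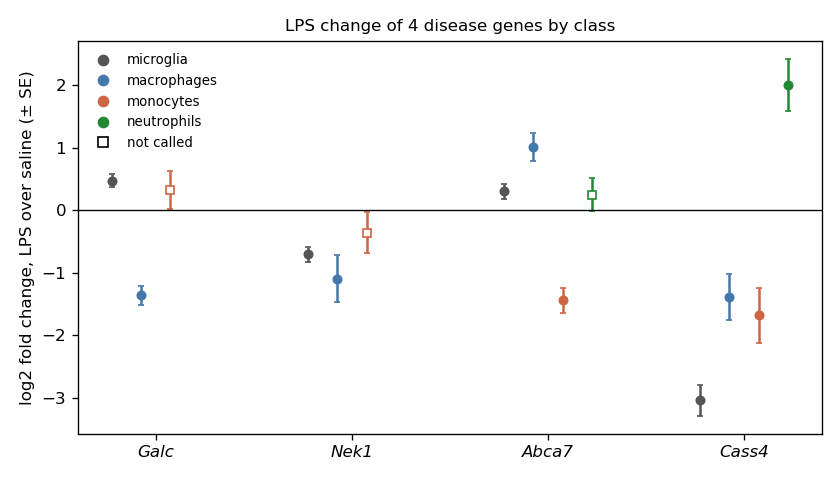
Log2 fold change (LPS over saline) ± SE of *Galc*, *Nek1*, *Abca7* and *Cass4* in microglia, macrophages, monocytes and neutrophils; open symbols mark changes that were not called. *Galc* is at 0.48 in microglia and -1.35 in macrophages, and *Cass4* is at -3.03 in microglia and 2.00 in neutrophils.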

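Of the 8 genes that the paper gives as regulated by peripheral populations only, *Abca1* (ENSMUSG00000015243) fell most in macrophages, from 378 ± 32.4 to 100.5 ± 31.8 CPM (SD, n = 4 each; log2 fold change -1.91, SE 0.18, adjusted p = 6.03e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Map4k4* (ENSMUSG00000026074) rose in dendritic cells (1.97, SE 0.22, adjusted p = 1.92e-07) and macrophages (1.03, adjusted p = 6.42e-06). *Ctsb* (ENSMUSG00000021939) fell in macrophages (-1.11, adjusted p = 1.56e-06) and dendritic cells (-1.23, adjusted p = 0.000229), the latter not called after free RNA subtraction (adjusted p = 0.109). *Aph1b* (ENSMUSG00000032375) fell in macrophages (-1.45) and monocytes (-1.26), and *Cd2ap* (ENSMUSG00000061665) in macrophages (-0.48), where DESeq2 did not call it (adjusted p = 0.0527). *Grn* (ENSMUSG00000034708) rose in monocytes (1.10) and B-cells (1.08) and fell in dendritic cells (-1.28) and macrophages (-0.31; adjusted p = 0.133 without saline inhibitors replicate 2). *Ptk2b* (ENSMUSG00000059456) fell in dendritic cells (-2.76), αβ T-cells (-0.96), monocytes (-0.75; adjusted p = 0.103 without saline inhibitors replicate 1) and B-cells (-0.93; adjusted p = 0.215 without LPS inhibitors replicate 2). In microglia *Grn* (0.42, adjusted p = 0.0187) and *Ptk2b* (-0.41, adjusted p = 0.0176) were called as well, each lost when a single saline library was left out (adjusted p = 0.0550 without saline inhibitors replicate 1 and 0.0607 without saline DMSO replicate 2), and *Grn* turned to -0.33 with 25 cells per library. *Camk2d* (ENSMUSG00000053819) was called in no class and came nearest in microglia (-0.28, adjusted p = 0.0507), where the replicate block and free RNA subtraction called it (adjusted p = 0.0291 and 0.0216). By those settings *Abca1* (adjusted p = 0.0182 and 0.0333) and *Map4k4* (adjusted p = 0.0392 and 0.0206) were called in microglia too, and *Aph1b* by the subtraction alone (adjusted p = 0.0178).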

Overall, our findings reveal the existence of immune cell subset-specific expression of genes associated with risk for neurodegeneration in response to peripheral LPS, consistent with the growing perspective that genes that confer risk to neurodegenerative disease are linked to the peripheral immune system.

## Discussion

In this study, we aimed to profile brain-immune interactions in an unbiased manner, capitalizing on recent advances in single-cell RNA sequencing and bioinformatics to assess immune cell-specific responses to peripheral inflammation induced by acute endotoxin exposure and infer the crosstalk between distinct immune cell populations. Peripheral immune cell activation is well established in the peripheral LPS model, enabling us to anchor our findings from this high-throughput single-cell analysis in robust literature. Additionally, the diapedesis of immune cells into the brain is an increasingly postulated feature of human disease, so we deliberately profiled the mouse brain without clearing its blood to capture this dynamic process and its molecular underpinnings.

First, we replicated previous findings that enzymatic dissociation can induce false gene signatures in microglia[41, 64], which must be considered with care when interrogating the brain’s immune response to stimuli. The artifactual gene signature, comprised mostly of immediate-early genes, heat shock protein genes, and some chemokines and cytokines[41], was well preserved in our study. However, in addition to microglia, we noted the induction of this false signature in other myeloid cells, including neutrophils, macrophages, and monocytes, making the proper control over this false signature even more critical. Importantly, the pharmacological inhibition of this genomic artifact established by previous studies[41] was also well preserved in our study, thereby enabling an artifact-free query into brain-immune interactions.

In the peripheral LPS model, we observed the trafficking of neutrophils to the brain, which is a documented effect of peripheral endotoxin administration. This movement of neutrophils due to peripheral LPS exposure has been confirmed by others using immunohistochemical approaches[65] and flow cytometry techniques[66, 67]. *In vivo* two-photon imaging has revealed physical contact between microglia and neutrophils in the brain of mice treated with peripheral LPS[22], consistent with the heightened communication between microglia and neutrophils we report here, especially the increased expression of adhesion molecules, such as *Icam1* and *Msn* respectively, on these two cell types. 

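*Msn* (ENSMUSG00000031207) rose in neutrophils from 297 ± 73.4 to 658 ± 57.6 CPM (SD, n = 4 each), a log2 fold change of 1.16 (SE 0.26, adjusted p = 0.0102, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with every LPS library above every saline library. LPS DMSO replicate 2 lay apart from the other LPS libraries for this gene. In monocytes *Msn* was not called (0.44, adjusted p = 0.0980), and DESeq2 called it (adjusted p = 0.00602).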

We also demonstrated the increased expression of IL-1 receptors, TNF receptors, and C-C chemokine receptors on neutrophils, which have been shown to induce the migration of neutrophils[68–70] and are likely enabling downstream adhesion interactions with microglia.

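In neutrophils *Il1r2* rose from 348 ± 205 to 3040.5 ± 694 CPM (SD, n = 4 each), a log2 fold change of 3.14 (SE 0.43, adjusted p = 0.000484, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *Il1rn* rose by 3.35 (SE 0.55, adjusted p = 0.00164), each with every LPS library above every saline library. *Tnfrsf1a* and *Tnfrsf1b* were not called in neutrophils (0.07 and 0.99, adjusted p = 0.907 and 0.135). *Ccr1* was not called by edgeR (0.93, SE 0.36, adjusted p = 0.0958) and was called higher by DESeq2 (adjusted p = 0.0305) and under some settings of edgeR, as was *Tnfrsf1b* without a filter on low counts (adjusted p = 0.00693). *Ccr2* had 50 and 12 UMIs, below the filter of the edgeR test. *Il1r2* was itself among the top genes of the neutrophil cluster of 1537 cells, 97.0% of them from LPS libraries. The other neutrophil cluster, of 531 cells, had 7.72% from LPS libraries. A change within neutrophils and a different mix of them therefore cannot be told apart. The paper reasons that higher expression of IL-1, TNF and C-C chemokine receptors on neutrophils, which are known to induce migration, is likely to enable adhesion to microglia. Of the IL-1 genes given here *Il1rn* is not a receptor gene, and no IL-1 receptor gene other than *Il1r2* was among the named genes.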

The migration of monocytes towards the brain due to peripheral LPS, another established consequence of the model and other models of peripheral inflammation, was also observed here. Fate mapping with reporter-mouse models[71] and flow cytometry[72] have demonstrated the infiltration of monocytes to the brain during LPS exposure and the necessity of CCL2 in mediating this traffic. 

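In microglia *Ccl2* (ENSMUSG00000035385) rose from 11.1 ± 6.98 to 152 ± 79.6 CPM (SD, n = 4 each), a log2 fold change of 3.80 (SE 0.65, adjusted p = 0.00194, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ccl3* (ENSMUSG00000000982) and *Ccl4* (ENSMUSG00000018930) had log2 fold changes of 5.61 (SE 0.84, adjusted p = 0.000863) and 3.84 (SE 0.60, adjusted p = 0.000862). In monocytes *Ccr1* (ENSMUSG00000025804) rose from 37.4 ± 8.41 to 316 ± 21.6 CPM (log2 fold change 3.07, SE 0.21, adjusted p = 3.98e-07). *Ccr2* (ENSMUSG00000049103), whose product is the receptor of CCL2, fell in monocytes from 617 ± 123 to 210 ± 49.7 CPM (log2 fold change -1.56, SE 0.23, adjusted p = 0.000207). Every LPS library lay on the same side of every saline library for all of these genes.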

Our single-cell data support the induction of *Ccl2* signaling from microglia to monocytes after peripheral LPS exposure, but our analysis suggests that several other microglial C-C chemokine ligands, including CCL3 and CCL4, and monocyte C-C chemokine receptors, including CCR1 and CCR5, may also be involved. Monocytic infiltration of the brain has been reported in a model of hepatic inflammation, where TNF was implicated as a key regulator of this traffic[73]. Our intercellular communication analyses support the role of TNF, and in recent work we observed increased monocytes in the brain of animals that experienced colonic inflammation induced by dextran sulfate sodium[74]. Moreover, monocytes have been implicated as key disease effectors in models of central nervous system damage including models of ischemia, neurodegeneration, and demyelination[75], suggesting that the relationship we report here between brain resident and peripheral phagocytes has broad disease implications. Additionally, physical contact between microglia and infiltrating monocytes triggered by peripheral inflammation has not been reported, but the induction of adhesion systems between these cell types we report warrants further exploration of this relationship and its consequences on brain health.

Importantly, our scRNAseq approach reveals the unique and overlapping contributions of different cell types to the broad effects of peripheral inflammation that have been reported previously. Peripheral LPS exposure induces interferon signaling in the brain which is generally attributed to microglia[76], but our single-cell approach suggests that interferon production and signaling is induced in both innate and adaptive immune cells near the brain, in line with other reports from non-CNS and *ex vivo* systems[77–80]. 

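Interferon α/β signaling was called higher with LPS in microglia (median log2 fold change 0.89 over 12 genes, camera adjusted p = 0.0253) and neutrophils (0.56, camera adjusted p = 0.0243). Interferon γ signaling was called higher in neutrophils (0.56, camera adjusted p = 0.00150) and αβ T-cells (0.09, camera adjusted p = 0.0351). In αβ T-cells the call for interferon γ held under fry (adjusted p = 0.000559), and in neutrophils it did not (adjusted p = 0.0678). In B-cells neither set was called (camera adjusted p = 0.955 and 0.377), the interferon γ genes having a median of -0.08 and a mean of 0.23, and in NKs both medians were negative (-0.44 and -0.35) without a call. In macrophages and dendritic cells neither set was called, and the median and the mean had opposite signs for interferon γ in macrophages (-0.13 and 0.20) and for interferon α/β in dendritic cells (-0.43 and 0.04).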

TGFβ signaling between brain cells is increased during aging and ischemia[81] which is likely a neuroprotective mechanism[82]. It is known that LPS antagonizes TGFβ in microglia[83], but we report herein that microglial TGFβ signaling to peripheral immune cells is also disrupted after peripheral LPS exposure, suggesting that peripheral inflammation dysregulates homeostatic immune crosstalk. Leukocyte adhesion, which we found is increased between microglia and neutrophils via *Bst2* and *Icam1* and microglia and monocytes via *Icam1, Bst2*, and several integrins, but dysregulated in NKs and adaptive immune cells, has not been directly examined in the brain under conditions of peripheral inflammation, but it has been observed in the human lymphatic system[84], *in vitro* tumor systems[85, 86], and mouse kidney[87] after LPS exposure. Finally, we suggest that several non-microglial immune cell types contribute to the classic readouts of peripheral LPS-induced neuroinflammation, including TNF production, interleukin production, and metabolic activation[88], a finding that has implications for future cell type-specific targeting in therapeutic interventions.

Further, the mobilization of disease-related genes in the brain in response to peripheral inflammation shows complex cell-type specificity. Specifically, we found that genes implicated in the heritability of PD and AD were regulated by microglia during peripheral inflammation, supporting the growing evidence that the pathogenesis of these diseases is linked to immune function[89–92]. However, many of these genes were regulated by peripheral immune cells, either in addition to or differently from microglia, suggesting that more intense focus needs to be placed on cells outside the brain to obtain an accurate picture of how brain health is compromised by chronic systemic inflammatory conditions. This perspective is beginning to be adopted by the field with respect to genes implicated in the endolysosomal system including leucine-rich repeat kinase (LRRK2)[93], progranulin (GRN), and glycoprotein non-metastatic B (GPNMB) as risk genes for several neurodegenerative diseases[3, 14, 94]. Interestingly, disease-related genes were regulated largely by myeloid cells in our study. Yet, it is known that genomic programs characterized by the same genes may be activated in T-cells during aging[62] and vascular cells during AD[61], suggesting that the cell-type specificity of risk-gene expression we report here may be more complex in the chronically inflamed brain or disease states.

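Of the 31 disease-related genes that the paper names or shows, 24 were called in microglia, 21 in macrophages, 18 in monocytes, 13 in dendritic cells and 11 in neutrophils (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over all genes tested in the class). The lymphocytes had 8 in B-cells, 8 in αβ T-cells and 4 in NKs. Enough counts for a test were there for 30 of the genes in microglia, 18 in dendritic cells, 19 in B-cells, 19 in αβ T-cells and 11 in NKs. Adjusted over the list alone, 25 genes were called in microglia, 13 in neutrophils and 10 in αβ T-cells. After subtraction of the expected free RNA, 21 of the calls in macrophages were still made in the same direction, 21 in microglia, 14 in monocytes and 10 in dendritic cells. In the other classes 6 were left in neutrophils, 6 in αβ T-cells, 4 in B-cells and 1 in NKs. From the genes regulated by peripheral immune cells beside microglia, the paper proposes that more attention should be given to cells outside the brain in these diseases.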

It might be said that a clear limitation of the presented study is our omission of transcardiac perfusion prior to immune cell isolation and single-cell transcriptomics. As described above, this methodological approach was intentional due to the growing evidence that immune cells enter and communicate with the brain from the circulation[24], yet we acknowledge that it poses some restrictions on the interpretation of the data. For example, we report a simultaneous upregulation of adhesion molecules in microglia and peripheral phagocytes, suggesting that these cells are making contact. While adhesion between neutrophils and microglia during neuroinflammation has been reported[22], we cannot determine whether neutrophils and monocytes are contacting microglia, the endothelium prior to diapedesis, or another non-resident cell type in the brain in this study. Also, although we can detect rarer immune populations, including several adaptive immune cell subsets and small granulocyte subsets, and measure their differential expression in the peripheral LPS model, we do not know whether these cells are parenchymal or associated with the vasculature and the extent to which their reactivity in this model is influential to brain health. Yet, we believe that other studies adopting the strategy presented here can identify the molecular foundation of T-cell entry into the brain, for example, after observing that entry with orthogonal measures. In general, we believe the merit of this approach lies in the unbiased discovery of molecules that may drive the involvement of non-microglial immunity in brain diseases which can then be validated experimentally.

Due to the CD45 MS used to enhance the immune cell purity of our samples, we captured only small amounts of astrocytes, pericytes, and endothelial cells in our scRNAseq dataset, which limits the insight we can gain about the role of these cells during peripheral LPS-induced neuroinflammation. The neurovascular unit, comprised of these cells, is a key intermediary in central-peripheral immune crosstalk. LPS may be injurious to the blood brain barrier (BBB) in certain doses and conditions[95], and leukocytes adhere to the endothelium before entering the brain parenchyma[96]. In our study, we cannot discern whether monocytes and neutrophils are migrating to the brain due to increased cellular adhesion with endothelial cells or to BBB damage. We also cannot determine the extent to which microglial chemoattractant signals are reaching these peripheral myeloid cells directly or astrocytes and endothelial cells, which are known producers of chemoattractants and interleukins[97, 98], are mediating this crosstalk. Yet, unraveling the complexity of this multicellular system is a tractable proposition by using FACS or MS procedures to isolate both immune and neurovascular cells coupled with the scalability offered by PIPseq[38].

## CONCLUSIONS

In summary, we have demonstrated the utility of an accessible and robust platform to delineate the unique contributions of brain-resident and brain-associated immune cells to peripheral inflammation-induced brain inflammation. Our single-cell genomics approach suggests that microglia preferentially communicate with peripheral myeloid cells rather than other microglia after acute peripheral LPS exposure, which may have far-reaching consequences for maintaining brain health[99]. The nature of this central-peripheral immune crosstalk in other animal models of neuroinflammation represents a source of untapped insight for human disease that will be feasible to interrogate using a methodology similar to that employed here. Whether microglia are mobilizing the adaptive immune system under conditions of acute versus chronic peripheral inflammation directly or indirectly through long-term communication with peripheral antigen-presenting cells are critically important unanswered questions with clear therapeutic implications[9, 100]. Finally, whether innate immune cells are recruited to the brain in a similar manner in other cases of acute inflammation is also of interest to the field, as is the extent to which abrogation of this recruitment is beneficial for brain health. These lines of study, enabled by the experimental approach described herein, may unlock new targets to improve brain health through modulation of central-peripheral neuroimmune crosstalk.

## Figures and Tables

**Figure 1:**
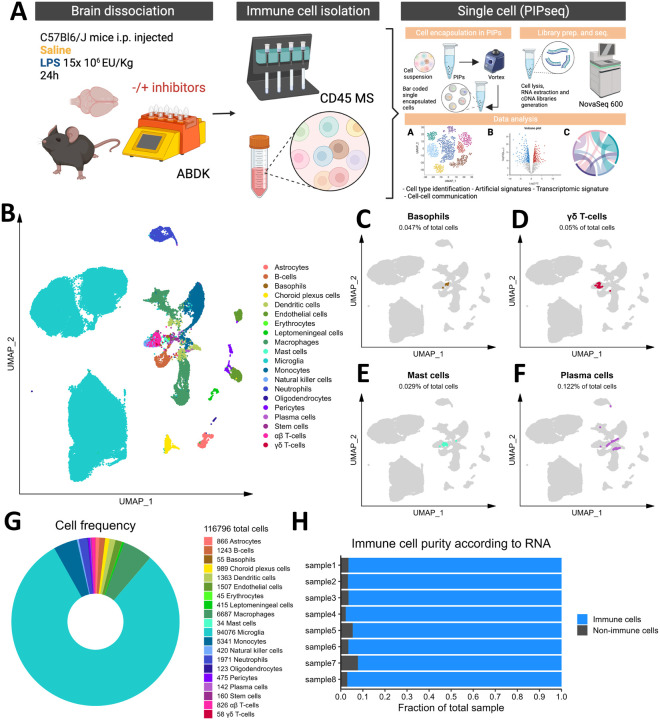
Microfluidics-free single-cell RNA sequencing in brain immune cells. A) Experimental workflow, describing *in vivo* and *ex vivo* treatments and data processing workflow. B) Cellular populations identified, backed by the rationale provided in Figures S2-S8. Basophils (C), mast cells (D), plasma cells (E), and γδ T-cells (F) are highlighted as rare subsets. G) Total cell counts, counts of individual populations, and donut plot showing relative frequencies of our dataset. H) Stacked bar chart for each sample showing the relative frequencies of immune cells and non-immune cells.

**Figure 2:**
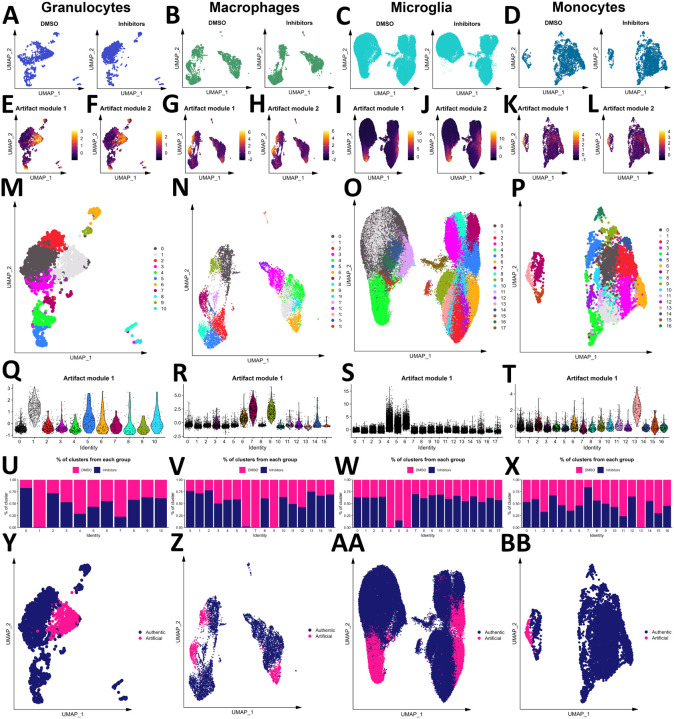
Myeloid cells are vulnerable to enzyme-induced artifactual activation. The embeddings of granulocytes (A), macrophages (B), microglia (C), and monocytes (D) from samples treated with and without inhibitors. Scores of two artifactual gene modules from the literature are shown for granulocytes (E-F), macrophages (G-H), microglia (I-J), and monocytes (K-L). Granulocytes (M), macrophages (N), microglia (O), and monocytes (P) were clustered, and the first artifact module scores were plotted by cluster for each population (Q-T, respectively). The contribution of samples treated with or without inhibitors during dissociation to each granulocyte (U), macrophage (V), microglia (W), and monocyte (X) subset. Final designation of artifact status for granulocytes (Y), macrophages (Z), microglia (AA), and monocytes (BB).

**Figure 3:**
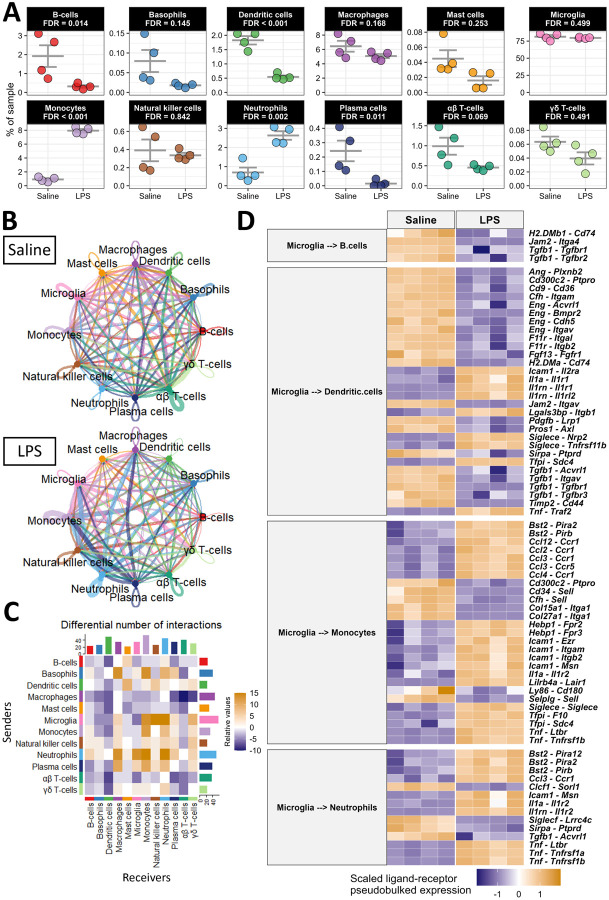
Peripheral LPS exposure activates dynamic central-peripheral immune crosstalk. A) Population frequencies of immune cells from Figure 2 with FDR-adjusted p-values from comparing the frequencies in saline- and LPS-treated samples shown for each. B) Circle plot showing the information flow between cells inferred by CellChat for each condition. Lines and bubbles are colored by sender cell type. C) Heatmap showing the differential number of interactions between all combinations of sender (y-axis) and receiver (x-axis) cells. Bars on the top and right show the column-wise and row-wise, respectively, sum of cells. D) Heatmap showing the top 75 ligand-receptor pairs from MultiNicheNet, when microglia were the senders of interest and B-cells, dendritic cells, monocytes, and neutrophils were the receivers of interest. The heatmap is colored by the z-scored pseudobulked expression of the ligand-receptor pairs, and each column is a sample.

**Figure 4:**
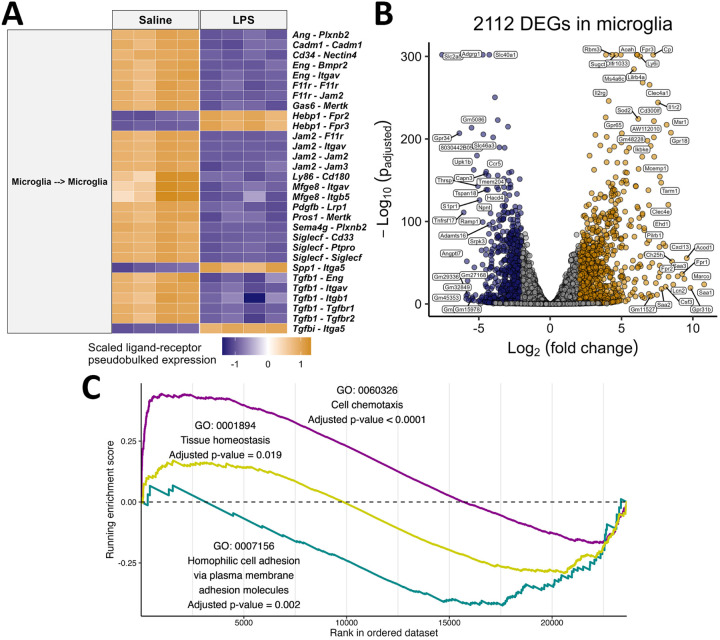
Microglial adhesion and homeostasis support is disrupted by peripheral inflammation induced by intraperitoneally-administered lipopolysaccharide. A) The top 30 ligand-receptor pairs between microglia inferred from MultiNicheNet are shown on the right y-axis. The heatmap is colored by the z-scored pseudobulked expression of the ligand-receptor pairs, and each column is a sample. B) Volcano plot showing the change in expression of genes in pseudobulked microglial samples. Differentially expressed genes are defined as having adjusted *p* < 0.05 and absolute log2 fold change > 2. C) Random walk from a gene set enrichment analysis on selected Gene Ontology pathways in genes ordered based on differential expression in microglia.

**Figure 5:**
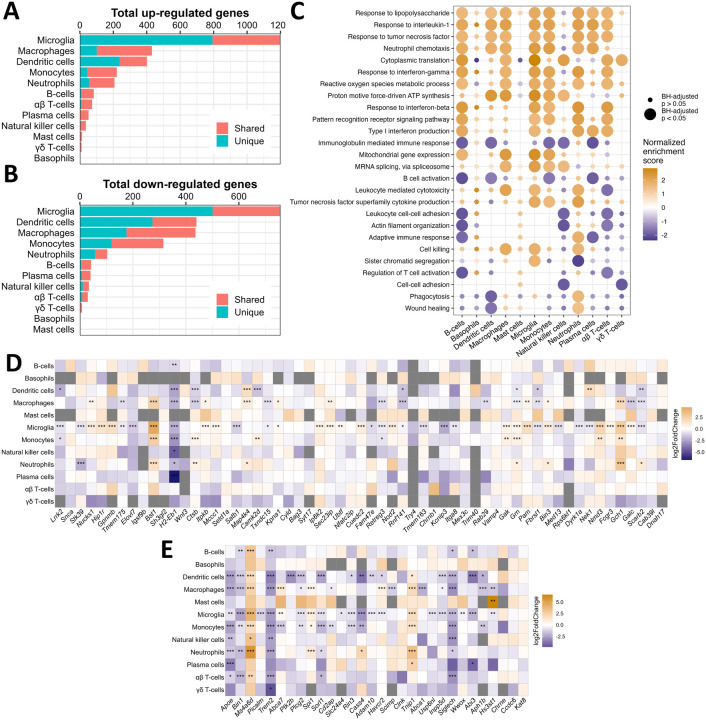
Unique and shared transcriptomic programs in all immune cells dissociated from brain in response to peripheral endotoxin exposure. A) Bar chart showing the total number of genes with adjusted *p* < 0.05 and log_**2**_ fold change > 2 on pseudobulked datasets. Bar colors show the number of DEGs that are shared by at least one other cell type or unique to that cell type. B) Same as A but showing genes that have log_**2**_ fold change < −2. C) Dot plot showing the enrichment scores from select GO: BP pathways in all immune cell types after pseudobulked differential expression analysis and gene ranking. Dots are sized according to whether the enrichment met statistical significance (adjusted *p* < 0.05) and colored according to the normalized enrichment score. D) Heatmap showing the log_**2**_ fold change in expression from saline to LPS of the mouse orthologs of genes associated with the heritability of PD. The x-axis is ranked by ascending *p*-value from ref. [63]. E) Heatmap showing the log_**2**_ fold change in expression from saline to LPS of the mouse orthologs of genes associated with the heritability of AD. The x-axis is ranked by ascending *p*-value. This list is borrowed from ref. [61] and ref. [62]. *p < 0.05, **p < 0.01, ***p < 0.001

## Data Availability

Raw single-cell RNA sequencing data are accessible through NCBI’s Gene Expression Omnibus via the GEO Series accession number GSE245309 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE245309). All code needed to reproduce the analysis and figures in this manuscript can be found at https://github.com/jakesboles/Boles_et-al_brain_immune_scRNAseq.

## Abbreviations

ABDK: Adult Brain Dissociation Kit
AD: Alzheimer’s disease
APC: antigen-presenting cell
BB: beads buffer
BBB: blood-brain barrier
BSA: bovine serum albumin
CCL: C-C chemokine ligand
CD45 MS: CD45 magnetic separation
CSF: cerebrospinal fluid
DEG: differentially expressed gene
DMSO: dimethyl sulfoxide
D-PBS: Dulbecco’s PBS
eQTL: expression quantitative trait loci
FACS: fluorescence-activated cell sorting
FBS: fetal bovine serum
FDR: false discovery rate
FTD: frontotemporal dementia
GPNMB: glycoprotein non-metastatic B
GRN: progranulin
GSEA: gene set enrichment analysis
GWAS: genome-wide association study
HBSS: Hank’s balanced salt solution
IL: interleukin-
JAM: junctional adhesion molecule
LPS: lipopolysaccharide
LRRK2: leucine-rich repeat kinase 2
MHC-II: major histocompatibility complex class II
MS: multiple sclerosis
NK: natural killer cell
PBS: phosphate-buffered saline
PC: principal component
PD: Parkinson’s disease
RPCA: reciprocal principal component analysis
scRNAseq: single-cell RNA sequencing
TGFβ: transforming growth factorβ
TNF: tumor necrosis factor
UMAP: uniform manifold approximation and projection

How the deposited data were processed for this re-analysis (not part of the article)

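The study profiled CD45+ cells from the brains of 8 mice by PIPseq, with 1 library per mouse, 24 hours after an injection of saline or of LPS at 15000000 EU/kg. Dissociation took place with DMSO or with transcription and translation inhibitors, so that each of the 4 combinations had 2 libraries, which the sample labels number 1 and 2 by capture day. The brains were not perfused. The deposited counts are numbers of unique molecules per gene and barcode. According to the methods, the authors made them with PIPseeker, which matched barcodes, trimmed the second read, aligned it with STAR and counted unique molecules. The deposited counts were checked to be whole numbers over all barcodes, so the authors had applied neither a normalization nor a selection of cells to them. The authors' normalized values, clusters and cell labels were not used here, and all cells, classes and tests here were derived again from the counts. The genome named in the methods and the annotation at hand were of different builds, so gene identifiers and symbols were taken from the deposited tables and no coordinates were used.

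Quality limits came from the methods: under 5% mitochondrial counts, from 250 to under 6500 genes, from 800 to under 45000 UMIs, and a complexity of at least 0.800. The paper writes complexity as the logarithm of counts over that of genes, a ratio that is never under 1, and its inverse was used. Scrublet, as implemented in scanpy 1.11.5, was run on each library with an expected doublet rate of 0.0800. Its automatic threshold marked fewer cells than the lower limit set in advance (a share of 0.00500). The cells with the highest scores were therefore removed from each library, at a rate set to 8%. Among the cells within the quality limits the share removed was not exactly 8% and differed between libraries. Clustering used 2000 variable genes, 30 principal components scaled within capture day, 15 neighbors and the Leiden method (igraph 0.11.9) at resolution 0.500, and cells outside the microglia clusters were clustered again at resolution 1. Each cluster was named from lists of markers that were fixed before the data were examined. A marker counted when it was detected in at least 10% of the cells of the cluster and was higher than in the rest by a log2 fold of at least 1 with 20 CPM added, and a class needed at least 3 such markers. These limits, the rule for mixed clusters, the rule that kept the cluster with *Marco* among the microglia, and the naming at the second level were set after the clusters had been seen. All microglia were treated as 1 class. Other clusters with the same name were joined too, and many of these came almost wholly from saline or from LPS libraries. The LPS change of a class therefore includes differences between the clusters that make it up. Non-immune classes were counted and not tested for expression.

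Libraries are given in the order saline DMSO, saline inhibitors, LPS DMSO and LPS inhibitors, with replicates 1 and 2 of each. Retained cells were 12230, 12400, 14791, 13488, 15797, 11129, 14039 and 16056. Median UMIs per retained cell were 2981, 2193, 3079, 2162, 4211, 4019, 3998 and 4582. With 4 libraries against 4 there are 35 ways to part the libraries, and depth limited the number of genes that could be tested, from 17791 in microglia to 2860 in B-cells. Genes without enough counts are given as untested, and where all libraries of a group had 0 counts the fold is a lower bound against a floor of 3 counts over the group.

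Counts were summed per library and class, for libraries with at least 10 cells of the class and classes with at least 3 such libraries on each side. Genes were filtered by filterByExpr, scaled by TMM and tested by the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment over the genes tested in the class. LPS was compared with saline after removal of artifactually activated subclusters, and a gene was counted at an adjusted p under 0.0500 and an absolute log2 fold change over 2. DMSO was compared with inhibitors with the *in vivo* treatment as a covariate, all cells kept and an absolute log2 fold change over 1. Further tests asked whether the LPS change differs between DMSO and inhibitor libraries, and whether it differs between microglia and macrophages, monocytes, neutrophils or dendritic cells with the mouse as a block. The paper's tests of pseudobulks used DESeq2, and its comparison of embeddings took cells as the unit; here the library was the unit throughout. Shares of cells were tested by limma 3.58.1 on arcsine square root values with robust empirical Bayes, adjusted over 15 classes. Gene sets and lists were tested by camera with a preset correlation of 0.0100. Single values were compared by exact two-sided permutation tests. Mean log2 CPM used a pseudocount of 0.500 CPM.

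Genes named in the text followed a rule fixed in advance. It took every gene that the paper's text names as changed by LPS, in the class it names, and in each class the 3 largest rises and 3 largest falls among genes past both thresholds with all LPS libraries on one side of all saline libraries. For the inhibitors it took the 5 largest rises and falls by the same rule and the members of the lists of immediate-early genes, heat shock genes, and chemokines and cytokines. Some genes taken by the rule are not reported here. These lists were drawn up from the paper's description and are not its modules. Reactome sets and families of genes chosen by symbol stood in for the paper's ontology sets, and of 1242 Reactome identifiers 1081 matched a deposited gene. A list of 31 disease-related genes was taken from the paper's text and figures. The genes *Ddx3y*, *Eif2s3y*, *Kdm5d*, *Uty* and *Xist* were used to check the sex of the mice, and 4 hemoglobin genes to compare the blood in the free RNA.

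Free RNA was estimated from barcodes with 1 to 99 UMIs. Its profile in each library was scaled to the share of a class by genes that the class should lack, and the expected counts were subtracted. The median share over libraries was 7.72% in microglia, 9.70% in macrophages, 14.4% in monocytes, 13.3% in dendritic cells, 15.6% in neutrophils, 9.42% in B-cells, 15.1% in αβ T-cells and 8.87% in NKs.

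Libraries of the same replicate number shared a capture day, according to the labels. Their deviations from the mean of their condition were correlated over the tested genes, for 6 pairs of libraries of 1 day. It ran from 0.102 to 0.669 in microglia, 0.0575 to 0.310 in macrophages, 0.225 to 0.367 in monocytes, 0.137 to 0.392 in neutrophils and 0.106 to 0.275 in αβ T-cells. In B-cells it ran from 0.0699 to 0.209, in dendritic cells from 0.0136 to 0.0823 and in NKs from -0.199 to 0.167. The replicate number was therefore tried as a block in each test.

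The tests were run on simulated data made from the real means and library sizes, with 200 changed genes. The simulated log2 fold change was 3 for LPS and 2 for the inhibitors, and the recovery of smaller changes was not simulated. For LPS, 83.5 to 96.5% of the changed genes were recovered over the 8 classes (2860 to 17791 genes), with 0 to 2 others called. For the inhibitors these figures were 71.5 to 94.5% and 1 to 11 (3268 to 20820 genes), for LPS by inhibitor 48.5 to 85.5% and 5 to 23 (3803 to 21906 genes), and for LPS by class 52.5 to 83.5% and 2 to 22 (18139 to 19517 genes). In 100 draws of shares with 3 of 15 classes changed, 54.3% of the changed classes were recovered and 2.92% of the others called. A raised and a lowered gene set were found in all 8 classes and an unchanged one in none. Genes were drawn independently of each other and without capture days. The simulation therefore cannot show how camera behaves when genes are correlated, as they are between libraries of the same day.

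The alternatives tried were DESeq2 1.42.0, the size factors of DESeq2 within edgeR, no filter on low counts, other covariates, the replicate block, subsets of libraries, each library left out in turn, called doublets kept, other limits on UMIs (1500) and mitochondrial counts (10%), a second-level resolution of 2, classes from markers alone, subtraction of free RNA, 25 cells per library and class, a logit transformation, immune cells as the total, artifactually activated cells kept or removed, fry in place of camera, and a pseudocount of 1. The inference of cell interactions and the cross-entropy comparison of embeddings were left out because their tools were not at hand. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.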

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

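Tests chosen only after the result had been seen were those of chance over all groups examined, of other non-immune cells, of capture days and free RNA for the LPS by inhibitor differences, of a few cells among the neutrophils, and of free RNA for the differences between microglia and other classes.

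In 342 groups of 4 libraries, values of 1 library were examined for a gap to the nearest other library above the two-sided 95% limit of Dixon's ratio (gap over the range of the group). Chance gives this in about 1 in 20 groups, or 17.1 here, and 20 were found (exact one-sided binomial p = 0.268), so chance over the groups examined stays open for the number as a whole. One of them was the share of neurons, highest in saline inhibitors replicate 2 (gap 0.966 of the range), with a mean of 0.197 ± 0.141% over saline libraries (SD, n = 4). Of 6 other non-immune classes, 5 also had their highest saline share in that library, pericytes being the exception, so a lower purity of that library's cells is a candidate explanation. No biological explanation was tested, since the design names no condition that sets this mouse apart.

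In all, 4 genes of the microglia were low in LPS DMSO replicate 2, namely *Icam1* (gap 0.918 of the range), *Il1a* (0.902), *Il1b* (0.833) and *Gch1* (0.863). Their response in that library was 0.409, 0.208, 0.470 and 0.762 of the mean of the other LPS libraries. Against a weaker response of all called genes stands the median over the 919 genes called higher, which was 0.983 in that library and 0.969 to 1.06 in the others. Fewer counts argue little for it, as 3 of the 4 stayed past the same limit with every library thinned to the same total count, with *Gch1* just below it. After subtraction of free RNA 4 of 4 stayed past it. A difference between capture days would lower the other LPS library of that day too, and this held for 2 of the 4 genes. Chance over the groups examined (exact one-sided binomial p = 0.268) and a difference between mice in the timing of the response, which was not tested, stay open. Each of the 4 genes was still higher in that library than in any saline library.

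In the other 15 cases, a gene of 1 library lay apart in a class. The gaps, as shares of the range, were 0.875 for *Mertk* in microglia (saline inhibitors replicate 1), 0.968 for *Fpr2* in monocytes (LPS inhibitors replicate 1), 0.969 for *Il1rn* in monocytes (saline DMSO replicate 1, 0 counts), 0.830 for *Bin1* in monocytes (LPS DMSO replicate 1) and 0.860 for *Abca7* in monocytes (LPS inhibitors replicate 2). In dendritic cells they were 0.898 for *Itgav* (saline DMSO replicate 2) and 0.903 for *Trem2* (saline inhibitors replicate 1), and in neutrophils 0.898 for *Fpr3* (saline inhibitors replicate 2), 0.938 for *Msn* (LPS DMSO replicate 2) and 0.956 for *Nek1* (LPS DMSO replicate 1, 0 counts). In lymphocytes they were 0.845 for *Tgfbr1* (LPS inhibitors replicate 2), 0.849 for *Tgfbr2* (LPS DMSO replicate 2) and 0.957 for *Itga4* (saline DMSO replicate 2) in B-cells, 0.881 for *H2-Eb1* in αβ T-cells (saline DMSO replicate 2) and 0.855 for *Tnip1* in NKs (saline inhibitors replicate 1). For 7 of the 15 the counts of that library and of the nearest one differed by no more than counting error (exact binomial p of 0.05 or more), and for these counting error and a true difference cannot be told apart because the counts are too few. After subtraction of free RNA 7 of the 15 stayed past the limit, so free RNA may account for the others. No biological explanation was tested, since mice of one condition have no further labels.

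The LPS change differed between DMSO and inhibitor libraries, by a test of the difference itself (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 libraries per combination), for 5 genes in microglia, 1 in macrophages, 4 in dendritic cells, 6 in neutrophils and 1 in B-cells. The genes are named here although most lie outside the rule for named genes. None was called in monocytes, αβ T-cells or NKs by edgeR, where 857, 247 and 108 genes had an unadjusted p under 0.05, and DESeq2 called 4, 1 and 0. With the capture day as a block, edgeR called 15, 2 and 0 genes there and 254 in neutrophils, so the absence of calls in monocytes and αβ T-cells depends on the model. Under that block 16 of the 17 were still called in the same direction, the exception being *Saa3* in B-cells (adjusted p = 0.125). Since each combination has 1 library per day, the block leaves the size of the difference nearly as it was and decides nothing about the days, and no other splits were run with 2 libraries per combination, so chance is not excluded. The number of called genes moved strongly when single libraries were left out, as given under the dependence on processing.

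In microglia the LPS change with DMSO minus that with inhibitors was 3.93 for *H3c14*, 2.67 for *H2aw*, 3.12 for *H2bc4*, 2.47 for *Trim17* and -1.73 for *Tex14* (adjusted p = 0.00276, 0.00276, 0.00280, 0.00276 and 0.0371). *H2bc4* had 7177, 5386, 4852 and 451 counts in the saline DMSO, saline inhibitor, LPS DMSO and LPS inhibitor libraries. After subtraction of free RNA *H3c14*, *H2aw* and *H2bc4* were still called (adjusted p = 0.0289, 0.0289 and 0.000378), and *Trim17* and *Tex14* were not.

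In macrophages the difference was called for *Marco* (-4.15, adjusted p = 0.0448), in dendritic cells for *Saa3* (-4.60), *Ccl3* (-3.79), *Ccl12* (-3.67) and *Lcn2* (adjusted p = 1.16e-06, 0.000174, 0.00344 and 0.00454), and in B-cells for *Saa3* (-3.68, adjusted p = 0.0399). *Lcn2* had 28, 2, 636 and 643 counts in the order above. With free RNA subtracted, 0 of the 6 were still called. The 4 differences in dendritic cells nevertheless grew, to -5.32 for *Saa3*, -4.77 for *Ccl3*, -3.93 for *Ccl12* and -5.37 for *Lcn2* (from -4.38), with adjusted p of 0.792 or more. That of *Saa3* in B-cells went to -2.31, and *Marco* could not be tested. Because the counts left were too few, free RNA and a difference in the cells cannot be told apart. DESeq2 did not call *Ccl12* in dendritic cells or *Saa3* in B-cells.

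In neutrophils the genes were *Elane*, *Mpo*, *Prtn3*, *Ctsg*, *Gstm1* and *Rgcc*. In the order above their counts were 11849, 0, 16 and 148 for *Elane*, 5456, 0, 3 and 48 for *Mpo*, 5714, 3, 68 and 229 for *Prtn3* and 1759, 0, 3 and 21 for *Ctsg*, and no fold is given where a group had 0 counts. Cells with at least 10 counts of these 4 genes held 99.8% of their counts in the saline DMSO libraries, and these were 39 of 342 neutrophils. Over all libraries such cells, 50 of 2068, held 99.6%, which argues against free RNA, since free RNA would spread over all cells. A few immature cells in some libraries are therefore a candidate explanation for these 4 genes, as a hypothesis found on the same data. With free RNA subtracted, only *Mpo* was still called (adjusted p = 0.0257). *Elane*, *Prtn3*, *Ctsg* and *Rgcc* (adjusted p = 0.0640 for each) and *Gstm1* (0.206) were not.

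The LPS change differed from that in microglia, by a test of class by LPS with the mouse as a block, for 4889 genes in macrophages, 4360 in monocytes, 3254 in neutrophils and 4032 in dendritic cells. Of the 35 ways to part the mice into 4 and 4, only 1, the real one, gave as many genes in each comparison. This is the smallest share that 35 splits can give, so it argues against chance without excluding it. After subtraction of free RNA 90.3% of the genes in macrophages, 82.0% in monocytes, 61.9% in neutrophils and 87.6% in dendritic cells were still called in the same direction, so free RNA is not the whole cause in any of them, and a part stays open, largest in neutrophils. The median difference over all genes was -0.12 in macrophages, 0.13 in monocytes, -0.05 in neutrophils and -0.47 in dendritic cells, and by DESeq2, which tested other numbers of genes, it was -0.04 in monocytes and -0.03 in dendritic cells. The numbers of genes called higher and lower relative to microglia went by DESeq2 from 1085 and 2947 to 1309 and 1720 in dendritic cells and from 2348 and 2012 to 1520 and 2481 in monocytes. Without LPS inhibitors replicate 2 they were 1330 and 2023 in monocytes, and without LPS DMSO replicate 2 1630 and 2497, each with a median of -0.02, so which direction prevails in monocytes is not settled. DESeq2 called 3904, 3514, 2605 and 2751 of the same genes in the same direction in macrophages, monocytes, neutrophils and dendritic cells. Different responses of the classes to LPS remain a hypothesis, and the difference in number of cells between classes was not tested for this comparison. A different mix of clusters within a class between saline and LPS libraries was not tested either.

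Among the 4 disease-related genes that the paper describes as changing in opposite directions, the difference from microglia was called for *Galc* in macrophages (-1.69, adjusted p = 7.12e-22), *Cass4* in macrophages (1.66, 0.00101), monocytes (1.62, 0.0187) and neutrophils (5.55, 1.02e-24), *Abca7* in macrophages (0.84, 0.00345) and monocytes (-1.44, 2.39e-06), and *Nek1* in dendritic cells (2.90, 1.81e-06). After subtraction of free RNA 6 of the 7 differences were still called in the same direction, so free RNA does not account for these, and *Cass4* in monocytes was not (adjusted p = 0.0562). When single libraries were left out, the highest adjusted p was 0.0676 for *Abca7* in macrophages, 0.0695 for *Cass4* in macrophages and 0.0790 for *Cass4* in monocytes, and at most 0.00129 for the other 4. For those 4, a response to LPS that differs between the classes may be the cause. A different mix of clusters within a class between saline and LPS libraries was not tested and stays open.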

How the results depend on the processing

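Alternatives chosen after seeing the data were the clustering without LPS genes, libraries thinned to equal counts, the microglia without the *Marco* cluster, the second-level resolution of 2 as applied to expression, and the leaving out of single libraries for gene sets, lists, shared genes and differences between conditions or classes; all others were set before the data were examined. A change of sign counts as a reversal only where at least one side passes the threshold, and a count of genes as moved when it differs by more than 1.50 times. The cause was not tested for any change below unless one is given.

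Kept under every alternative run for them were the rise in monocytes (LPS minus saline 6.29 to 6.75 percentage points with single libraries left out), the fall in B-cells (-1.84 to -1.13), the absence of a call for NKs, the share of immune cells, the number of designated subclusters, and within 1.50 times the number of genes that differ between microglia and macrophages, monocytes or dendritic cells. Of 6364 values for the LPS change of a named gene, 6055 kept direction and side of the threshold, 191 lost and 109 gained a call, and 9 reversed. For differences from microglia these numbers were 2583, 124, 89 and 2 of 2798, for gene sets 1428, 63, 84 and 1 of 1576, and for the artefact lists 196, 16, 8 and 0 of 220. Of the inhibitor effects on named genes 350 of 418 were kept and 68 lost their call. Counts by direction moved in 84 of 366 cases for LPS, 75 of 240 for the inhibitors, 76 of 160 for LPS by inhibitor and 6 of 80 for the classes. Shares of non-immune classes gained a call in 8 and lost one in 8 of 124 values, and with a pseudocount of 1 the 24 differences in the means of the lists kept their sign and the absence of a call after adjustment, although for immediate-early genes in NKs the exact p went from 0.0571 to 0.0286.

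Among the shares of cells, the fall in αβ T-cells (-0.543 percentage points) was not called with the *ex vivo* treatment as a covariate (-0.543), at a second-level resolution of 2 (-0.376), with artifactually activated cells removed (-0.525) or by the clustering without LPS genes (-0.837), and lay at -0.662 to -0.418 with single libraries left out, where 6 of the 8 fits made no call (limma adjusted p over all alternatives 0.00680 to 0.205). The fall in endothelial cells (-0.830) was not called under the same 4 settings (-0.830, -0.519, -0.693 and -0.543), and lay at -0.964 to -0.607 with single libraries left out, where 4 of the 8 fits made no call (limma adjusted p over all alternatives 0.00954 to 0.346). With artifactually activated cells removed, dendritic cells (-0.622; adjusted p over all alternatives 0.00206 to 0.205) and neutrophils (1.31; 0.000345 to 0.0921) lost their calls. With classes from markers alone, the fall in macrophages (-2.95) was called and the change in microglia reversed to 6.56. With immune cells as the total, the fall in microglia (-3.68) was called. The clustering without LPS genes formed no cluster of dendritic cells. It formed a cluster of 715 cells with 12 of 12 B-cell markers, 16.5% of its cells from LPS libraries, which the naming rule left unnamed because its top genes held more markers of another class, so neither class has a value.

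The number of genes called for LPS fell in every class with 25 cells per library (microglia 1661 to 264, macrophages 685 to 144, monocytes 587 to 90, dendritic cells 600 to 185, neutrophils 231 to 48, B-cells 89 to 26, αβ T-cells 137 to 39 and NKs 75 to 32), where fewer counts leave fewer genes to test. With libraries thinned to equal counts it changed in monocytes 587 to 267, dendritic cells 600 to 348, neutrophils 231 to 108, B-cells 89 to 23 and αβ T-cells 137 to 76, again with fewer counts. Without a filter on low counts, where more genes are tested, it changed in macrophages 685 to 1184, monocytes 587 to 901, dendritic cells 600 to 1276, neutrophils 231 to 565, B-cells 89 to 253, αβ T-cells 137 to 355 and NKs 75 to 303. DESeq2 gave higher counts in dendritic cells 600 to 1056, neutrophils 231 to 413, B-cells 89 to 170, αβ T-cells 137 to 249 and NKs 75 to 184. Subtraction of free RNA changed it in B-cells 89 to 55, αβ T-cells 137 to 89 and NKs 75 to 42, the inhibitor libraries alone in neutrophils 231 to 382 and NKs 75 to 127, the DMSO libraries alone in B-cells 89 to 134 and NKs 75 to 36, and called doublets kept in NKs 75 to 113. With classes from markers alone it changed in dendritic cells 600 to 375 and B-cells 89 to 188, and by the clustering without LPS genes in macrophages 685 to 243 and αβ T-cells 137 to 241. With single libraries left out it lay at 84 to 155 in B-cells and 79 to 120 in NKs. Without the *Marco* cluster 1572 genes were called in microglia. Of the LPS changes of named genes there, 58 kept direction and side of the threshold and 3 lost their call.

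With an absolute log2 fold change over 1, the number of called genes found in no other class went, by construction, to higher values in microglia 1092 to 3539, macrophages 193 to 413, monocytes 213 to 497, dendritic cells 352 to 559 and neutrophils 56 to 222, and it reached 66 in B-cells, 64 in αβ T-cells and 54 in NKs. With free RNA subtracted it was 17, 17 and 15 there. With single libraries left out it was 54 to 99 in neutrophils, the highest without saline inhibitors replicate 2, 9 to 42 in B-cells, 11 to 39 in αβ T-cells and 14 to 26 in NKs, from 11, 11 and 14 with all libraries. The number of genes whose LPS change differs between microglia and neutrophils went from 3254 to 2104 after subtraction of free RNA. DESeq2 moved the median log2 fold change of all genes in dendritic cells from -0.03 to -0.23, and subtraction of free RNA moved the genes called in neutrophils from 136 higher and 95 lower to 136 and 50. In B-cells thinned to equal counts the split was 10 higher and 13 lower.

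The number of genes called for the inhibitors changed without the *in vivo* covariate in microglia 62 to 3, macrophages 32 to 8, monocytes 6 to 0, dendritic cells 24 to 1 and B-cells 5 to 2, because the LPS effect then adds to the spread. In the saline libraries alone it changed in microglia 62 to 15, monocytes 6 to 0, neutrophils 0 to 18, B-cells 5 to 25 and αβ T-cells 5 to 8, and in the LPS libraries alone in microglia 62 to 110, monocytes 6 to 3, neutrophils 0 to 16, B-cells 5 to 2 and NKs 0 to 16, each with 2 libraries against 2. Without a filter on low counts, where more genes are tested, it changed in macrophages 32 to 63, monocytes 6 to 57, dendritic cells 24 to 51, neutrophils 0 to 64, B-cells 5 to 13, αβ T-cells 5 to 30 and NKs 0 to 13, with DESeq2 in macrophages 32 to 49, monocytes 6 to 14, neutrophils 0 to 10, αβ T-cells 5 to 9 and NKs 0 to 2, and with the replicate block in monocytes 6 to 12, neutrophils 0 to 4 and αβ T-cells 5 to 8. With single libraries left out it was 27 to 50 in macrophages, 1 to 8 in monocytes, 0 to 13 in neutrophils, 4 to 12 in B-cells, 2 to 11 in αβ T-cells and 0 to 4 in NKs. Of the libraries, the highest value came without LPS DMSO replicate 2 in macrophages (50) and αβ T-cells (11), and without saline DMSO replicate 2 in neutrophils (13).

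The number of genes with an LPS by inhibitor difference rests on 2 libraries per combination. DESeq2 changed it in microglia 5 to 10, macrophages 1 to 6, monocytes 0 to 4, dendritic cells 4 to 7, neutrophils 6 to 31, B-cells 1 to 0 and αβ T-cells 0 to 1, and the replicate block in microglia 5 to 10, macrophages 1 to 4, monocytes 0 to 15, neutrophils 6 to 254, B-cells 1 to 0 and αβ T-cells 0 to 2. With single libraries left out, so that a lone library was assumed to vary like the others, it was 3 to 17 in microglia, 0 to 8 in macrophages, 0 to 3 in monocytes, 2 to 13 in dendritic cells, 4 to 18 in neutrophils, 0 to 27 in B-cells, 0 to 4 in αβ T-cells and 0 to 47 in NKs. The highest values in NKs and microglia came without saline DMSO replicate 2, and that in B-cells without LPS inhibitors replicate 2. DESeq2 moved the median of all genes to 0.14 in neutrophils and -0.10 in B-cells, and 13 of its 31 neutrophil genes were higher against 0 of 6 by edgeR. In dendritic cells 2 of its 7 genes were higher against 0 of 4.

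The reversals among named genes were, with 25 cells per library, *Grn* (0.42 to -0.33) and *Spi1* (0.81 to -0.15) in microglia (adjusted p = 0.105 and 0.636; over all alternatives 0.000138 to 0.350 and 3.45e-07 to 0.636), and, with classes from markers alone, *Gpnmb* in monocytes (-0.41 to 4.31, adjusted p = 0.000527) and *Ctsb* (0.25 to -1.32), *Grn* (1.08 to -0.39) and *Itgam* (1.40 to -0.12) in B-cells (adjusted p = 0.000647, 0.391 and 0.873). *Bin1* in monocytes reversed after subtraction of free RNA (-0.94 to 0.59, adjusted p = 0.564; over all alternatives 9.44e-05 to 0.564), as did the differences from microglia of *Ccr2* in macrophages (-1.40 to 0.26, adjusted p = 0.847) and *Siglech* in monocytes (-0.95 to 2.10, adjusted p = 1). In αβ T-cells *Ctsb* reversed at a second-level resolution of 2 (-0.24 to 0.63, adjusted p = 0.0135) and *Map4k4* by the clustering without LPS genes (-0.04 to 0.73, adjusted p = 0.0180). The set of chemotaxis families in αβ T-cells, with camera's p on a signed -log10 scale, went from -2.16 to a range of -2.09 to 0.127 with single libraries left out, the last without LPS DMSO replicate 2 (adjusted p = 0.823).

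Under fry, 85 pairs of gene set and class were called in place of 49, and 9 pairs of list and class in place of 18. Apart from the counts above, the replicate block changed the calls of ependymal cells and neurons (shares), *Abca1*, *Camk2d* and *Map4k4* in microglia, *Picalm* in macrophages, *Tnfrsf1a* in monocytes and *Fos* (inhibitors) in microglia, and the sets of interleukin-1 signaling and B-cell receptor signaling in microglia and of chemokine receptors in neutrophils, and no other call that was made with it.

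Depth limited the lymphocytes, dendritic cells and neutrophils most, since genes with too few counts were not tested there and lower counts of called genes in these classes do not show a weaker response. Alternatives without a value were tests of genes with no counts left after subtraction of free RNA or after thinning to 25 cells, *Siglech* and similar genes in such classes among them, and expression in B-cells and dendritic cells by the clustering without LPS genes. All other alternatives set in advance were run.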

Differences from the paper's values

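The alternatives named here were set before the data were examined, apart from the clustering without LPS genes, a test chosen after the result was seen. The paper's Fig. 1G shows about 1400 dendritic cells, read by eye, and 921 were found here. With called doublets kept the number was 990, within 1.5 times of the paper's. It was not with a minimum of 1500 UMIs (678), a mitochondrial limit of 10% (931) or a second-level resolution of 2 (881).

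The paper designates 1 cluster of monocytes as artifactually activated, and by the rule used here 0 were designated. Both alternatives, a limit of 90% from DMSO libraries and immediate-early genes alone, also gave 0.

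The paper's Fig. 3A shows about 0.9% monocytes in the saline libraries, read by eye, and the mean here was 1.94 ± 0.590% (SD, n = 4). Every alternative differed as well, with values from 1.36% (classes from markers alone) to 2.32% (artifactually activated cells removed), including those that left out 1 library each. For dendritic cells in the saline libraries Fig. 3A shows about 1.8%, read by eye, and the mean here was 1.14 ± 0.137% (SD, n = 4). With immune cells as the total (1.23%) or artifactually activated cells removed (1.43%) the value no longer differed by more than the criteria used. Under the other alternatives, which were limits on UMIs and mitochondrial counts, doublets kept, a second-level resolution of 2, classes from markers alone and each library left out, it did, at 0.559 to 1.18%.

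The paper gives no change with LPS in immune classes other than those it names and in non-immune classes. Of the 15 classes tested here, 6 were called, which are the 4 that the paper names and were separated here, αβ T-cells (LPS minus saline -0.543 percentage points, limma adjusted p = 0.0349) and endothelial cells (-0.830, 0.0349). With the *ex vivo* treatment as a covariate, at a second-level resolution of 2, with artifactually activated cells removed, or by the clustering without LPS genes, neither αβ T-cells nor endothelial cells were called. With single libraries left out, αβ T-cells were not called in 6 of 8 fits and endothelial cells in 4 of 8. Plasma cells, basophils, mast cells and γδ T-cells, which the paper separates, formed no cluster here. With classes from markers alone, plasma cells were lower in every LPS library and not called (LPS minus saline -0.130 percentage points, limma adjusted p = 0.0771). Of these, mast cells were separated at a second-level resolution of 2.

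By a comparison of embeddings across cells, the paper finds granulocytes, macrophages, microglia and monocytes affected by enzymatic dissociation and not the other populations. In this test of libraries, no gene was called for the inhibitors in neutrophils by edgeR (498 at an unadjusted p under 0.05), where DESeq2, no filter on low counts, the replicate block, the saline libraries alone and the LPS libraries alone called 10, 64, 4, 18 and 16. In dendritic cells 24 genes were called.

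The paper describes *Itgav* as lower in dendritic cells, and it was not called here (-0.28, adjusted p = 0.459, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) or under any alternative. The paper describes the binding partners of microglial adhesion molecules as higher in monocytes and neutrophils. *Itgb2* was not called in monocytes (0.32, 0.376) or neutrophils (0.23, 0.612), nor *Itgam* in neutrophils (0.34, 0.484), under any setting. Of the chemokine and TNF receptors that it describes as higher on neutrophils, the 3 given here were not called higher: *Ccr1* 0.93 (0.0958), *Tnfrsf1a* 0.07 (0.907) and *Tnfrsf1b* 0.99 (0.135). *Ccr1* was called higher by DESeq2 (0.0305), without a filter on low counts (0.0126), with the *ex vivo* covariate (0.0340), with artifactually activated cells kept (0.0431), in the DMSO libraries alone (0.0242) and without saline inhibitors replicate 1 (0.00201). *Tnfrsf1b* was called higher without a filter (0.00693) and without saline inhibitors replicate 1 (0.00817). In monocytes, where the paper infers a more active TNF system, *Tnfrsf1a* (-0.58, 0.0528) and *Tnfrsf1b* (-0.60, 0.0999) were not called higher under any setting and were called lower under some, among them classes from markers alone (0.0108 and 0.0165).

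The paper reports chemotaxis as strongly enriched in LPS-treated microglia. The families that stand in for its set were not called by camera (adjusted p = 0.306) and were called higher by fry (0.00285). It reports sets of TNF production as enriched in macrophages, monocytes, microglia and neutrophils. TNF signaling was called by camera in none of them, and by fry as higher in microglia, monocytes and neutrophils (0.00431, 0.0352 and 0.00911). It reports phagocytosis as higher in neutrophils and lower or unchanged in microglia and other phagocytes, while the set used here was called by camera in none and by fry in all of neutrophils, microglia and macrophages. It reports adhesion and adaptive sets as disrupted in lymphocytes. T-cell receptor signaling and cell-cell junctions were not called there by camera, and fry called the former lower in B-cells, αβ T-cells and NKs (0.00452, 0.00911 and 0.0121) and the latter in αβ T-cells (0.0233). It reports interferon signaling in innate and adaptive cells. Of the 3 lymphocyte classes αβ T-cells were called by camera, fry added B-cells for interferon γ (0.0328), and in NKs fry called both sets lower (0.0351 and 0.00911). These sets are not the paper's.

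Of 4 genes that the paper gives as regulated by microglia alone, *Gpnmb* and *Tmem163* were called in microglia alone, *Picalm* was also called in αβ T-cells (-0.80, adjusted p = 0.0202), and *Slc2a4* had too few counts to be tested. *Slc24a4*, which a figure shows, was called lower in microglia (-0.69, 0.0190). Of 4 genes given as opposite between microglia and peripheral cells, *Galc*, *Cass4* and *Abca7* were called in opposite directions in at least 1 pair of classes. *Nek1* was lower in both microglia and macrophages, with no called difference (-0.29, adjusted p = 0.614), while in dendritic cells it had too few counts for edgeR, was called higher by DESeq2, and differed from microglia (2.90, 1.81e-06). Of 8 genes given as regulated by peripheral cells only, 5 were called in a peripheral class and not in microglia. *Grn* (0.42, 0.0187) and *Ptk2b* (-0.41, 0.0176) were also called in microglia, and *Camk2d* was called in no class, nearest in microglia (-0.28, 0.0507). In monocytes (0.43, 0.149) *Camk2d* was called higher without a filter on low counts (0.0186), with classes from markers alone (0.0366), without saline inhibitors replicate 1 (0.0323) and by the clustering without LPS genes, chosen after seeing the data (0.0317), and in dendritic cells it was called lower in the DMSO libraries alone (0.0308).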

Other observations

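Tests chosen only after the result had been seen were those of equal counts per library, of the disease-related calls at a low level in lymphocytes, of the sex of the mice, of the falls in B-cells and dendritic cells with classes from markers alone, and of the room taken by monocytes and neutrophils in the total.

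For the number of genes called for LPS, 1 of the 35 ways to part the libraries into 4 and 4, the real one, gave as many genes in each of the 8 classes. The other splits mix LPS with saline libraries, which adds to the spread within their groups. A share of 1 in 35 is the smallest that these splits can give, so it argues against chance without excluding it. The same held for the number of classes whose share changed (1 of 35). For the 49 pairs of gene set and class, 3 of 35 splits gave as many, so chance cannot be excluded. The other splits gave a median of 29 pairs and up to 53. Among the 18 splits that balance the capture days the real one was the only such split.

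More genes were called in microglia than in any other class. That microglia are the most numerous does not account for this by itself, since with every class thinned to the same number of cells 264 genes were called in microglia, still the most. A difference in depth was also tested. The median UMIs per microglia were 2635 ± 508 with saline and 4776 ± 301 with LPS (SD, n = 4 each; exact two-sided permutation p = 0.0286), so all LPS libraries were deeper than all saline libraries. This is what had been set in advance as the sign of depth as the cause, and that condition was met. Against depth as the whole cause stands a test chosen only afterwards, in which every library was thinned to the same total count. It called 1585 genes, beside 1661 without thinning. A part of the calls may still go back to depth. The sex of the mice was examined through *Xist*, whose highest level in the microglia of any library was 0.715 CPM, while 4 Y chromosome genes together had 218 to 558 CPM in every library, so the groups do not differ in sex. The Y chromosome genes were lower in every LPS library (exact two-sided permutation p = 0.0286), and *Xist* was at the level of stray counts in both groups (p = 0.0571).

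Free RNA from other cells was weighed for the genes called for LPS. After its subtraction 91.5% of the genes called in macrophages, 72.4% in monocytes, 87.3% in dendritic cells, 61.5% in neutrophils, 52.8% in B-cells and 54.7% in NKs were still called in the same direction, which argues against free RNA as the source of most of them. In αβ T-cells 48.2% were, so there free RNA may account for most calls, although the subtraction also removes counts and with them power. Of the calls of disease-related genes in lymphocytes, 55% remained. The ratio of the level in the class to that in free RNA had a median of 0.291 for these calls and 0.130 for genes the classes lack, and only 5 of the 20 lay above the 95th percentile of the latter. Of the calls at or below that percentile 46.7% remained, and since the subtraction also removes power, free RNA and a change in the cells cannot be told apart for them. Cells that mix αβ T-cells with microglia were not weighed here, and the subtraction does not remove them.

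The rise in the shares of neutrophils and monocytes was weighed against clusters built on genes that LPS changes. With 8116 such genes kept out, 92.5% of the 101174 cells named in both clusterings kept their class, and most of these were microglia. That clustering left 8017 cells unnamed, in place of 888, and named 502 macrophages in place of 6287. An unnamed cluster of 2526 cells, 73.0% from LPS libraries, held markers of macrophages and monocytes together. The rise in share was 0.978 of the original one in neutrophils and 0.522 in monocytes, so the clusters do not account for all of it. The naming rule applied to that clustering gave 0 of the other 2 classes. With classes from markers alone, which use no clusters, B-cells went from 2.45 ± 1.16% to 0.297 ± 0.110% and dendritic cells from 0.559 ± 0.0605% to 0.272 ± 0.105% (SD, n = 4 each; limma adjusted p = 0.00472 and 0.0105), so the clusters are not the whole cause of these falls. A change of the markers themselves was not tested. The room that monocytes and neutrophils take in the total was tested by the log2 ratio of each class to microglia, whose smaller fall, in dendritic cells, was -1.06 (LPS minus saline) with all libraries of the groups apart, so it is not the cause. More blood left in the LPS brains would raise hemoglobin in the free RNA. It was 4209.9 ± 4479.9 CPM with saline and 917 ± 587 CPM with LPS (SD, n = 4 each; exact two-sided permutation p = 0.229). No higher level was seen, but the groups overlap and the libraries are few, so hemoglobin does not tell more blood from a true rise. More blood of unchanged make-up would also raise B-cells and αβ T-cells. Their log2 ratio to microglia was lower in every LPS library than in any saline library (LPS minus saline -2.32 and -0.852), while that of NKs overlapped (-0.372). This argues against more blood of unchanged make-up as the whole cause. Blood whose make-up changed with LPS stays open.

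For the inhibitors, 2 of 34 splits gave as many genes as the real one in each of microglia, macrophages and monocytes, so chance cannot be excluded there. In all 3 the other split was that between the capture days, with 112, 60 and 22 genes, a technical difference larger than that of the inhibitors. With the day as a block, 61 genes were called for the inhibitors in microglia, 37 in macrophages and 12 in monocytes. Among the 17 splits that balance the days, the real one was the only split with as many genes in microglia, macrophages, monocytes, dendritic cells, B-cells and αβ T-cells. Over all splits the real one stood alone in dendritic cells (1 of 34), the smallest share possible, and not in B-cells or αβ T-cells (3 of 34 each). In neutrophils and NKs edgeR called 0 genes (498 and 73 at an unadjusted p under 0.05, and DESeq2 called 10 and 2), so the splits decide nothing there. For the pairs of artefact list and class 5 of 34 splits gave as many, so chance cannot be excluded.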
